# Loss of threonyl-tRNA synthetase-like protein Tarsl2 has little impact on protein synthesis but affects mouse development

**DOI:** 10.1016/j.jbc.2023.104704

**Published:** 2023-04-12

**Authors:** Qi-Yu Zeng, Fan Zhang, Jian-Hui Zhang, Zhoufei Hei, Zi-Han Li, Meng-Han Huang, Pengfei Fang, En-Duo Wang, Xiao-Jian Sun, Xiao-Long Zhou

**Keywords:** aminoacyl-tRNA synthetase, aminoacylation, tRNA, translation

## Abstract

Aminoacyl-tRNA synthetases (aaRSs) are essential components for mRNA translation. Two sets of aaRSs are required for cytoplasmic and mitochondrial translation in vertebrates. Interestingly, *TARSL2* is a recently evolved duplicated gene of *TARS1* (encoding cytoplasmic threonyl-tRNA synthetase) and represents the only duplicated aaRS gene in vertebrates. Although TARSL2 retains the canonical aminoacylation and editing activities *in vitro*, whether it is a true tRNA synthetase for mRNA translation *in vivo* is unclear. In this study, we showed that *Tars1* is an essential gene since homozygous *Tars1* KO mice were lethal. In contrast, when *Tarsl2* was deleted in mice and zebrafish, neither the abundance nor the charging levels of tRNA^Thr^s were changed, indicating that cells relied on *Tars1* but not on *Tarsl2* for mRNA translation. Furthermore, *Tarsl2* deletion did not influence the integrity of the multiple tRNA synthetase complex, suggesting that Tarsl2 is a peripheral member of the multiple tRNA synthetase complex. Finally, we observed that *Tarsl2-*deleted mice exhibited severe developmental retardation, elevated metabolic capacity, and abnormal bone and muscle development after 3 weeks. Collectively, these data suggest that, despite its intrinsic activity, loss of *Tarsl2* has little influence on protein synthesis but does affect mouse development.

Aminoacyl-tRNA synthetases (aaRSs) are ubiquitously expressed housekeeping proteins that are critical for catalyzing the ligation of tRNAs with cognate amino acids, thus providing the aminoacyl-tRNA building blocks for ribosomal protein synthesis (1, 2). In addition to tRNA aminoacylation, approximately one-half of extant aaRSs have evolved with a proofreading (editing) function, enabling them to remove tRNAs that are improperly charged (such as Ser-tRNA^Thr^) (3, 4). Thus, aminoacylation and editing activities are two conserved canonical functions of aaRSs.

In vertebrates, due to presence of cytoplasmic and mitochondrial protein synthesis, there are two mRNA translation systems, requiring two sets of aaRSs, in either cytoplasm or mitochondria (5, 6, 7). In mammalian cells, two sets of aaRSs are usually encoded by two separate aaRS genes, except *KARS1* and *GARS1*, in both cases one gene encodes two different protein isoforms *via* alternative mRNA splicing (8, 9) or translational reinitiation (10). Accordingly, there are in total 37 aaRS genes in human cells (5). One typical feature of mammalian aaRSs is the existence of a multiple tRNA synthetase complex (MSC) comprising nine aaRS activities (RARS1, LARS1, IARS1, MARS1, EPRS1, QARS1, DARS1, and KARS1) and three nonenzymatic auxiliary factors (p43/AIMP1, p38/AIMP2, and p18/AIMP3) (11, 12, 13). The evolution of MSC formation is regarded as a progressive process with the appearance of simple entities in lower eukaryotes and complicated entities in higher eukaryotes. AaRSs from higher eukaryotes often have a N- or C-terminal extension than their bacterial or lower eukaryotic counterparts, including the glutathione S-transferase (GST) domain, the WHEP domain and other aaRS-specific ones (14). The primary sequences and topological structures of these extensions differ remarkably. It is generally found that these extensions are not involved in substrate binding and catalysis. However, they participate in protein–protein interaction, as in MSC assembly (14, 15). Interaction patterns between several components of MSC have been clarified by various methods including crosslinking, yeast two hybrids, or crystal structure determination (15, 16, 17). For example, the N-terminal extension of RARS1 forms two long conserved α-helixes each containing a leucine-zipper (LZ), which promotes its hydrophobic interaction with the N-terminal α-helix of p43. Meanwhile, the N-terminal extension of RARS1 is also involved in interaction with QARS1 (17). In addition, mammalian aaRSs frequently perform additional functions distinct from tRNA charging and editing. These noncanonical functions include mTOR signaling, mRNA translation regulation, inflammation, gene transcription, virus replication, among others (18, 19). In line with these observations, one of the rationales of MSC formation is to coordinately integrate both canonical and noncanonical functions of aaRSs. Once released from the MSC, aaRSs are ready to fulfill their regulatory roles (2, 18, 19).

Cytoplasmic and mitochondrial threonyl-tRNA synthetases (ThrRSs) in eukaryotic cells are encoded by *TARS1* and *TARS2*, respectively (5, 20). Interestingly, a *TARSL2* (*TARS3*) gene derived from the duplication of the *TARS1* gene and encoding a third ThrRS-like protein has been identified in vertebrates (20, 21, 22, 23, 24, 25). The most striking difference between TARS1 and TARSL2 is the distinct N-terminal extensions of the two proteins. The extension of TARSL2 is larger (161-aa in length) than that of TARS1 (82-aa in length), the former carrying sequences from the N-terminal extensions of RARS1 and TARS1 (22, 23). The N-terminal extension of TARSL2 readily facilitates TARSL2 incorporation into the MSC. We have previously demonstrated that the two LZs in the RARS1-homologous peptide of the N-terminal extension are critical for MSC incorporation. By performing both yeast two-hybrid and coimmunoprecipitation assays, we revealed that TARSL2 interacted with both RARS1 and p43 in the MSC (23). Notably, the N-terminal extension of RARS1 interacted with p43 in the MSC (17). Although the structure of *Escherichia coli* ThrRS was resolved more than 2 decades ago (26), the structure of full-length eukaryotic ThrRS has never been elucidated (27). To date, only half of the eukaryotic cytoplasmic and mitochondrial ThrRSs, including the aminoacylation domain and the tRNA-binding domain, have been characterized (27, 28). The three-dimensional structures of the N-terminal extensions of TARS1 and TARSL2 remain unknown. However, the catalytic domains of TARS1 and TARSL2, including the N1 (editing regulation) (29), N2 (editing), aminoacylation, and C-terminal tRNA-binding domains, are highly conserved (22). We have previously reported that the aminoacylation and editing sites are active in TARSL2 and that they charge tRNA^Thr^ and edit mischarged Ser-tRNA^Thr^ *in vitro* (22). However, one of the most fundamental questions about *TARSL2*, namely whether *TARSL2* has evolved to perform canonical functions *in vivo*, is unclear. In other words, due to presence of *TARSL2* in vertebrate, whether *TARS1* is an essential gene for normal development and growth is an open question.

In this work, we modeled the structures of TARS1 and TARSL2, and revealed that their N-terminal extensions adopt different architectures, while the structures of other domains are very similar. We also showed that *Tars1* is essential for embryonic development in mice and thus cannot be knocked out; in contrast, *Tarsl2* can be deleted. The absence of *Tarsl2* in mice had no effect on the abundance or aminoacylation level of tRNA^Thr^ or other noncognate tRNAs, but a disruption of growth was observed with alterations in metabolism, in bone and muscle development. Similarly, *Tarsl2* can also be deleted without exerting an obvious effect on tRNA^Thr^ aminoacylation, development, or angiogenesis in zebrafish. In summary, our data suggest that the recently emerged *Tarsl2* is not involved in tRNA aminoacylation under physiological conditions and therefore cannot replace the essential function of *Tars1*. The precise function of *Tarsl2* awaits further investigation.

## Results

### TARSL2 and TARS1 have a similar structure, except for their N-terminal extensions

*TARSL2* results from the duplication of the *TARS1* gene during evolution. TARSL2 and TARS1 have very similar domains/regions, including an N-terminal extension and two N1 and N2 domains related to editing activity, an aminoacylation catalytic domain, and an anticodon binding domain (Fig. 1*A*). However, the TARSL2 N-terminal extension differs from that of TARS1 in that the former is twice as long, the additional region carrying two LZs (Fig. 1*A*). Due to the significant level of accuracy achieved by a deep learning-based approach to predict the 3D structure of proteins (30), we were able to analyze the structures of TARS1 and TARSL2 predicted by AlphaFold 2 even without the full-length crystal structures (31). Except for the disordered regions (residues 1-51 of TARS1 and residues 96-127 of TARSL2), which showed low model confidence, the models of most structures, including the helix in the C-end of the extension region and the other four domains, were predicted with a high degree of confidence and the two LZs of TARSL2 were predicted with a medium degree of confidence (Fig. 1, *B*–*D*). The TARS1 and TARSL2 models could be superimposed on the crystal structure of the *E. coli* ThrRS–tRNA complex (Fig. 1*D*), consistent with our previous finding that TARSL2 exhibits intrinsic tRNA aminoacylation and editing activities (22). The two LZs of TARSL2, which are absent in TARS1, were predicted to form a hairpin structure and be attached to the editing domain (Fig. 1, *C* and *D*). We have previously shown that the two LZs were very similar to the N terminus of RARS1, which interacts with p43 and QARS1 (Fig. 1*E*), and that TARSL2 was incorporated into the MSC through these two LZs (23). When the two LZs from the TARSL2 N-terminal extension region are assembled into the MSC, conformational changes are likely to occur, allowing TARSL2 interactions with p43, QARS1, or RARS1 (Fig. 1*E*). These findings indicate that TARSL2 carries an additional extension and that this extension binds the MSC, which is the only structural difference between TARSL2 and TARS1.

**Figure 1:**
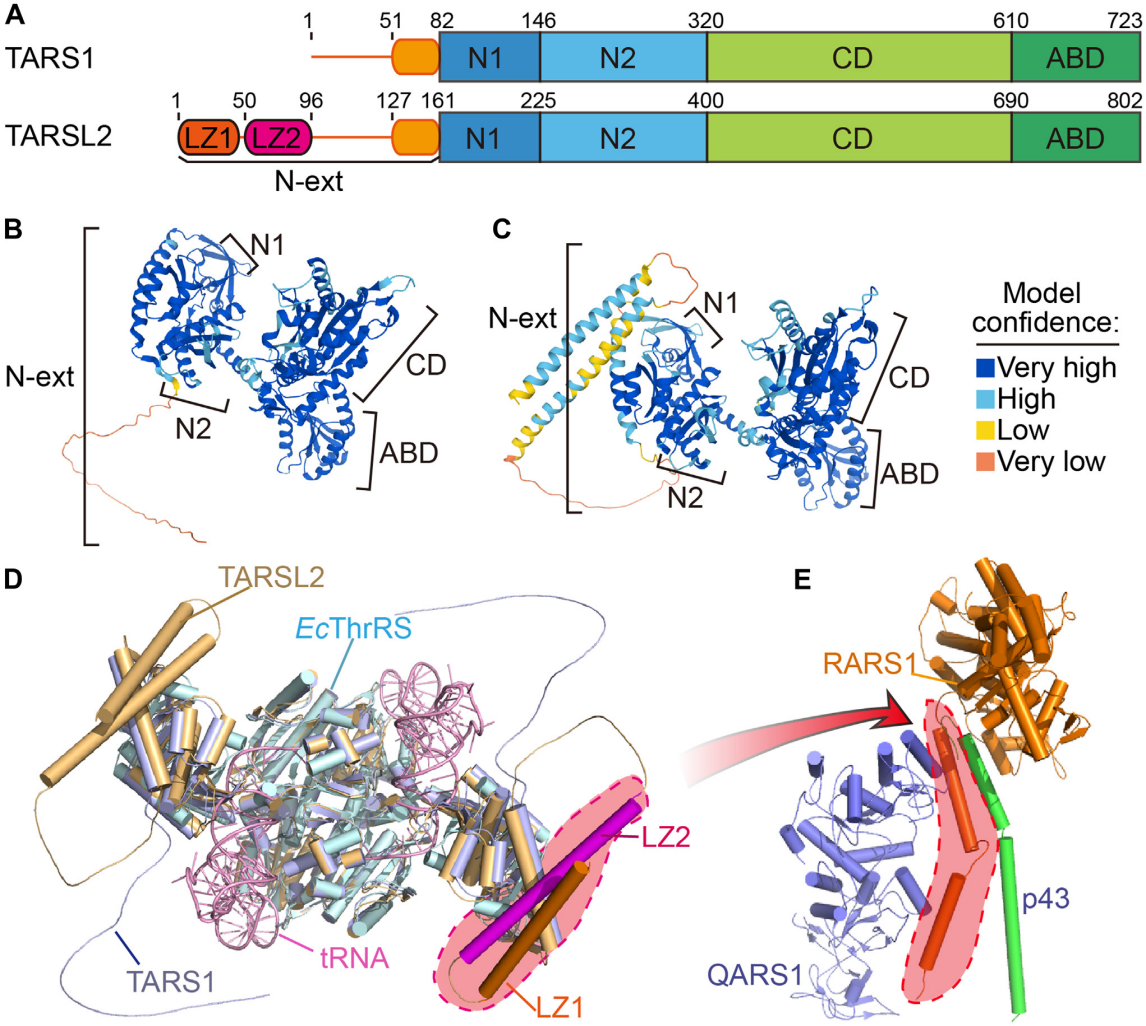
**The topology of TARSL2 in the N-terminal extension differs from that of TARS1.***A*, the domains of TARS1 and TARSL2. *B*, the TARS1 structure model was predicted by AlphaFold 2. *C*, the TARSL2 structure model was predicted by AlphaFold 2. In (*B* and *C*), the structures are colored on the basis of the confidence of each model prediction. *D*, the structural models of TARS1 and TARS2 are superimposed onto the *E. coli* ThrRS-tRNA structure (PDB ID 1QF6). TARS1 is *light blue*. TARSL2 is *wheat*; however, the leucine zippers in one chain are highlighted in *orange* and *magenta*. *E. coli* ThrRS is *cyan*, and tRNA is *pink*. *E*, the leucine zippers of RARS1 are highlighted with a *red dashed line* in the RARS1–QARS1–p43 complex structure (PDB ID 4R3Z). ABD, anticodon binding domain; CD, catalytic domain; LZ, leucine zipper; N-ext, N-terminal extension; ThrRS, threonyl-tRNA synthetase.

### *Tars1* is an essential gene and cannot be replaced by *Tarl2in vivo*

To understand whether *Tars1* is an essential gene or can be substituted with *Tarsl2 in vivo*, we initially tried to knock out the *Tars1* gene in the NIH3T3 cell line using the CRISPR/Cas9 method. However, despite extensive efforts, we were unable to obtain a null allele, implying that *Tars1* may be essential for cell viability. To directly explore a potential pivotal role for *Tars1 in vivo*, we purchased commercially available heterozygous *Tars1* gene-KO mice (C57BL/6N-*Tars*^em1cyagen^) from Cyagen. Crossing the mice revealed that only WT (*Tars1*^+/+^) and heterozygous (*Tars1*^+/−^) mice, but not homozygous (*Tars1*^−/−^) *Tars1*-deletion mice, were viable and they were obtained at a 1:2 proportion (Fig. 2*A*). The growth and body weight of *Tars1*^+/+^ and *Tars1*^+/−^ mice were comparable (Fig. 2, *B*–*D*). No significant difference in the protein level of Tars1 was observed in muscle tissue between *Tars1*^+/+^ and *Tars1*^+/−^ mice (Fig. 2*E*). Similarly, the steady-state protein abundance of Tarsl2 in *Tars1*^+/+^ and *Tars1*^+/−^ mice did not differ (Fig. 2*E*), suggesting that *Tarsl2* gene expression was not stimulated. The steady-state amounts of tRNA^Thr^(AGU) and tRNA^Thr^(CGU) and their charging levels in muscle tissue were comparable between *Tars1*^+/+^ and *Tars1*^+/−^ mice (Fig. 2, *F* and *G*). All these data showed that *Tars1* is an essential gene for cell viability and mouse survival *in vivo* and deletion of one copy of *Tars1* did not lead to haploinsufficiency. Furthermore, the results suggest that *Tars1* cannot be replaced by *Tarsl2 in vivo*.

**Figure 2:**
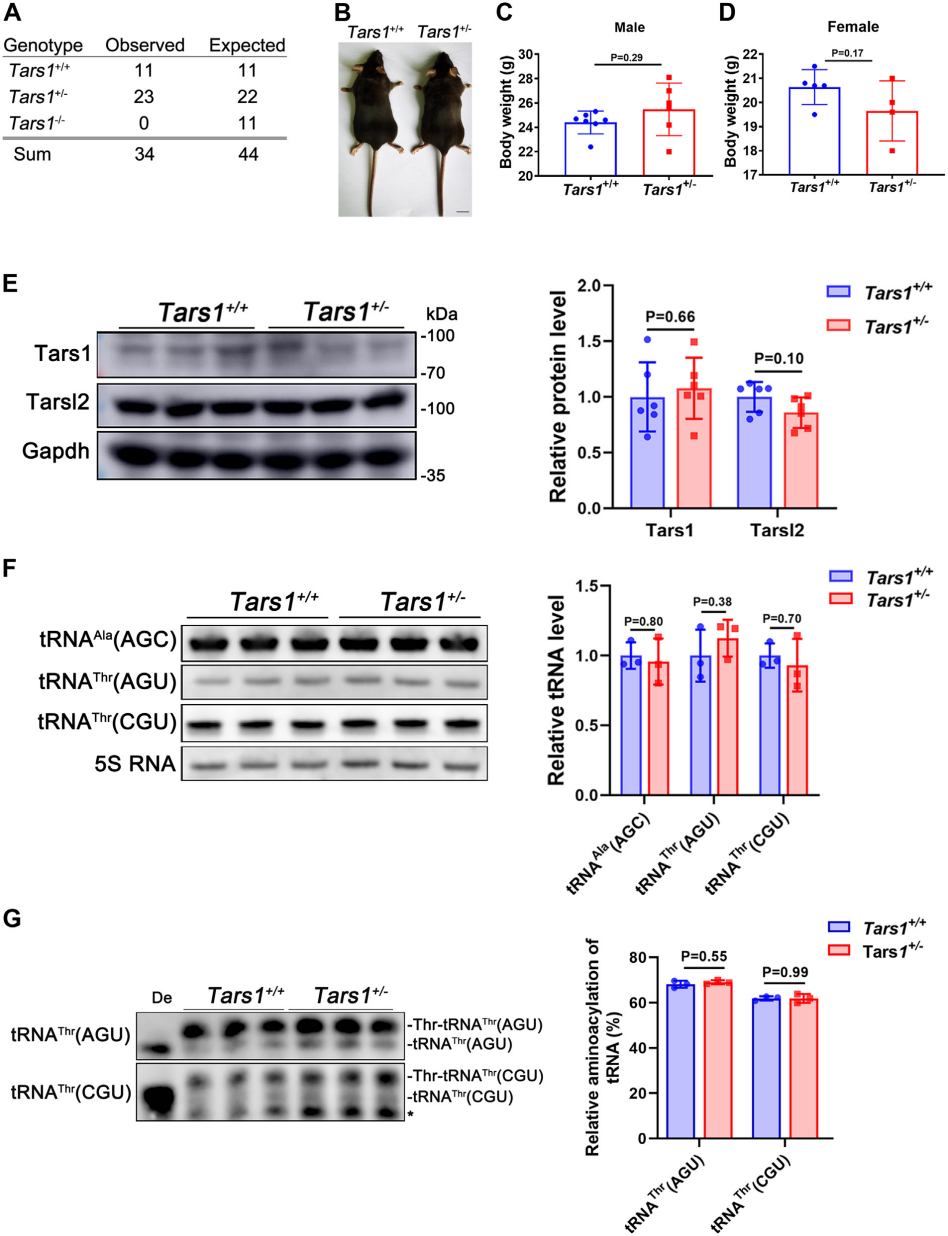
***Tars1* is indispensable *in vivo*.***A*, statistical analysis showing the genetic features of the *Tars1*-KO mice (n = 34). *B*, body features of the 10-week-old *Tars1*^+/+^ and *Tars1*^+/−^ mice. The scale bar represents 1 cm. *C*, statistical analysis showing the weights of the 16-week-old *Tars1*^+/+^ (n = 7) and *Tars1*^+/−^ (n = 6) male mice. *D*, statistical analysis showing the weights of the 16-week-old *Tars1*^+/+^ (n = 5) and *Tars1*^+/−^ (n = 4) female mice. *E*, protein abundance of the 8-week-old Tars1 and Tarsl2 in *Tars1*^+/+^ and *Tars1*^+/−^ mouse muscle as detected by Western blot. Gapdh was used as the loading control. *F*, levels of tRNA^Ala^(AGC), tRNA^Thr^(AGU), and tRNA^Thr^(CGU) in muscle tissues of the 8-week-old *Tars1*^+/+^ and *Tars1*^+/−^ mice. 5S RNA was as the loading control. *G*, aminoacylation levels of tRNA^Thr^(AGU) and tRNA^Thr^(CGU) in muscle tissues of the 8-week-old *Tars1*^+/+^ and *Tars1*^+/−^ mice. ∗, a nonspecific band. De: tRNA deaminoacylation control. Error bars in (*C*–*G*) represent the mean ± SD with the *p* values indicated (two-tailed Student’s *t* test).

### Tarsl2 is not critical for canonical tRNA aminoacylation *in vivo*

To explore the function of *Tarsl2 in vivo*, we successfully constructed homozygous *Tarsl2* gene-KO (*Tarsl2*^−/−^) mice using CRISPR/Cas9-mediated gene editing. The survival of the *Tarsl2*^−/−^ mice suggests that *Tarsl2* is not essential *in vivo*, consistent with our previous findings obtained by constructing the *Tarsl2*-deleted NIH3T3 cell line (23). In *Tarsl2*^−/−^ mice, a genomic fragment including exon 3 of *Tarsl2* was deleted (Fig. 3*A*), leading to a truncated allele, which was confirmed by two sets of primers (Fig. 3*B*). Premature termination of translation of the mRNA transcribed from this allele occurrs at position 342, encoding a truncated protein of 113 amino acids (Fig. 3*C*). RT‒quantitative PCR (qPCR) analyses using two different primer sets showed that *Tarsl2* mRNA was significantly downregulated compared to WT mice, suggesting its degradation by nonsense-mediated mRNA decay (Fig. 3*D*). In addition, Tarsl2 protein was absent in *Tarsl2*^−/−^ mice (Fig. 3*E*).

**Figure 3:**
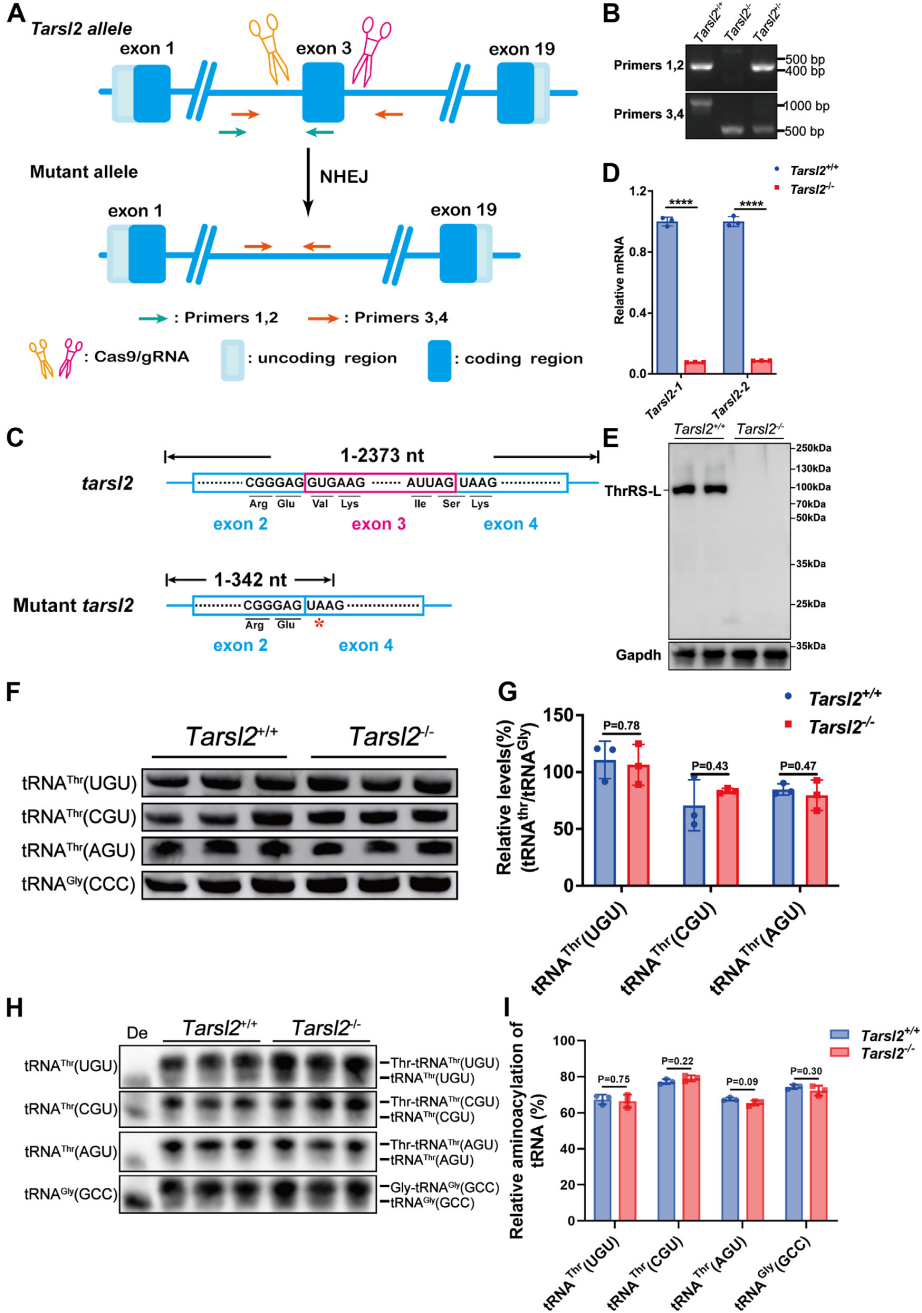
**Loss of *Tarsl2* exerts no effect on the steady-state or charging of tRNA**^**Thr**^**s *in vivo.****A*, schematic showing *Tarsl2*-mutant mouse construction by CRISPR/Cas9 gene editing technology. Two sgRNAs were designed around exon 3 to delete a sequence fragment. Primers 1 and 2 and Primers 3 and 4 were used to detect DNA mutations. *B*, PCR detection of the *Tarsl2*^+/+^, *Tarsl2*^+/−^, and *Tarsl2*^−/−^ mouse genotypes using Primers 1 and 2 and Primers 3 and 4. *C*, sequencing results of *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice. In the mutant mice, *Tarsl2* mRNA translation was prematurely terminated at nt 342. *D*, *Tarsl2* mRNA levels in the muscle of the 6-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice, as determined by RT‒PCR with two pairs of primers. *E*, protein abundance of Tarsl2 in the 6-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mouse muscle, as detected by Western blotting. Gapdh was used as the loading control. *F* and *G*, levels of tRNA^Thr^(UGU), tRNA^Thr^(CGU), and tRNA^Thr^(AGU) in the muscle tissues of the 6-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice. tRNA^Gly^(CCC) was included as the loading control. *H* and *I* Aminoacylation levels of tRNA^Thr^(UGU), tRNA^Thr^(CGU), and tRNA^Thr^(AGU) in the muscle tissues of the 6-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice. tRNA^Gly^(CCC) was included as the control. De: tRNA deaminoacylation control. ∗∗∗∗*p* < 0.0001. Error bars in (*G* and *I*) represent the mean ± SD with the *p* values indicated (two-tailed Student’s *t* test).

*Tarsl2* is most highly expressed in mouse muscle and heart tissue (22). We have previously proposed that, given its nuclear localization, Tarsl2 may be involved in quality control of tRNA^Thr^ in the nucleus and thus contribute to the amount of cytoplasmic tRNA^Thr^ (22, 23). However, a Northern blot analysis showed that, in muscle, the steady-state levels of three cytoplasmic tRNA^Thr^ isoacceptors [tRNA^Thr^(UGU), tRNA^Thr^(CGU), and tRNA^Thr^(AGU)] was not changed after *Tarsl2* depletion (Fig. 3, *F* and *G*). Furthermore, the aminoacylation levels for tRNA^Thr^(UGU), tRNA^Thr^(CGU), and tRNA^Thr^(AGU) in muscle tissues from WT and *Tarsl2*^*−/−*^ mice were examined and compared in acidic polyacrylamide/urea gel system. The results showed little difference in the aminoacylation levels of the three tRNA^Thr^s between the two mice (Fig. 3, *H* and *I*). These results strongly coincided with our previous hypothesis (23) suggesting that despite its ability to catalyze canonical aminoacylation *in vitro*, Tarsl2 is not critical for mRNA translation *in vivo*.

### Tarsl2 is likely a peripheral member of the MSC

We have already reported that TARSL2 is a *bone fide* component of the MSC by interacting with RARS1 and p43 (23). Thus, we measured the levels of both proteins and assessed their incorporation into the MSC in *Tarsl2*^*−/−*^ mice. We found little difference in the steady state protein levels of several mouse cytoplasmic aaRSs (including Eprs1, Rars1, Kars1, Qars1, and Tars1) or that of two cofactors (p38 and p43) between WT and *Tarsl2*^*−/−*^ mice (Fig. 4*A*). We then sought to identify a role for Tarsl2 in maintaining the integrity of the MSC, notably through the incorporation of Rars1 and p43. For this purpose, muscle tissue lysate was fractionated by gel filtration chromatography. The data showed that after depletion of Tarsl2, several MSC components, including Rars1, p43, Qars1, and Eprs1, were copurified with the fractions containing the MSC, suggesting that Tarsl2 does not play a direct role in MSC assembly or in the incorporation of Rars1 and p43 in the MSC (Fig. 4*B*). These data suggested that, despite a direct interaction between Tarsl2 and p43 or between Tarsl2 and Rars1, the absence of Tarsl2 does not influence the incorporation of Rars1 or p43 into the MSC, which is consistent with the accepted role of p38 as the core scaffolding protein of the MSC (32) and the fact that Rars1 or p43 interacts with multiple proteins in the MSC (17). We further studied the steady-state abundance of several cytoplasmic tRNAs, including tRNA^Lys^(CUU), tRNA^Ile^(AAU), tRNA^Gln^(CUG), tRNA^Arg^(ACG), and tRNA^Leu^(AAG), which are aminoacylated by various MSC components. No significant difference was observed between WT and *Tarsl2*^*−/−*^ mice (Fig. 4, *C* and *D*). Furthermore, the aminoacylation levels of tRNA^Lys^(CUU) and tRNA^Ile^(UAU) were unchanged (Fig. 4, *E* and *F*). The global protein synthesis rate, as measured by puromycin incorporation assay, was comparable between WT and *Tarsl2*^*−/−*^ mice (Fig. 4, *G* and *H*), suggesting that the deletion of *Tarsl2* has little effect on the rate of translation *in vivo*. Altogether, these data suggest that Tarsl2 does not impact on the integrity of MSC *in vivo* and is likely to be a peripheral but not a core member of the MSC.

**Figure 4:**
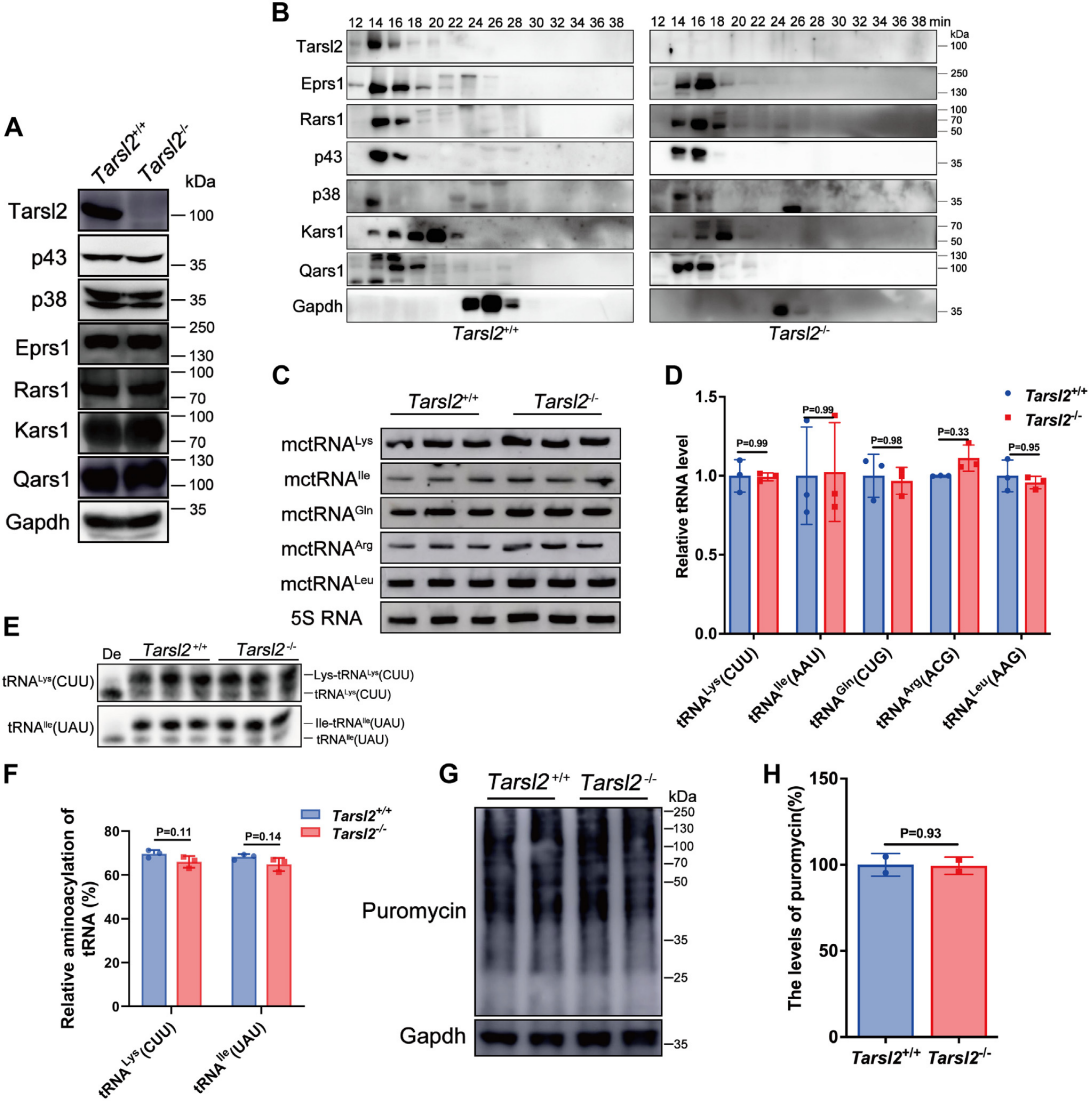
**Deletion of *Tarsl2* exerts no effect on MSC integrity or tRNA aminoacylation *in vivo*.***A*, protein levels of various MSC components in the 6-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mouse muscle. *B*, incorporation of several MSC components in the 6-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mouse muscle lysates. *C* and *D*, levels of tRNAs [tRNA^Lys^(CUU), tRNA^Ile^(AAU), tRNA^Gln^(CUG), tRNA^Arg^(ACG), and tRNA^Leu^(AAG)] in the 6-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mouse muscle. *E* and *F*, aminoacylation levels of tRNA^Lys^(CUU) and tRNA^Ile^(UAU) in the 6-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mouse muscle. De: tRNA deaminoacylation control. *G* and *H*, global protein synthesis rate of the 6-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mouse MEFs, as determined by puromycin incorporation assay. Gapdh was included as the loading control. Error bars in (*D*, *F*, and *H*) represent the mean ± SD with the *p* values indicated (two-tailed Student’s *t* test). MEF, mouse embryonic fibroblast; MSC, multiple tRNA synthetase complex.

### Tarsl2 knockout affects the growth and metabolism of mice

*Tarsl2*^+/+^, *Tarsl2*^+/−^, and *Tarsl2*^−/−^ mice displayed comparable body weights at birth (Fig. 5*A*), suggesting that Tarsl2 is not involved in embryonic development. However, weight and size differences between *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice gradually increased, becoming obvious (Fig. 5, *B* and *C*) after 3 weeks and maintained throughout the mouse lifespan (Fig. 5*D*). These results suggested that the lack of Tarsl2 leads to developmental defects in mice.

**Figure 5:**
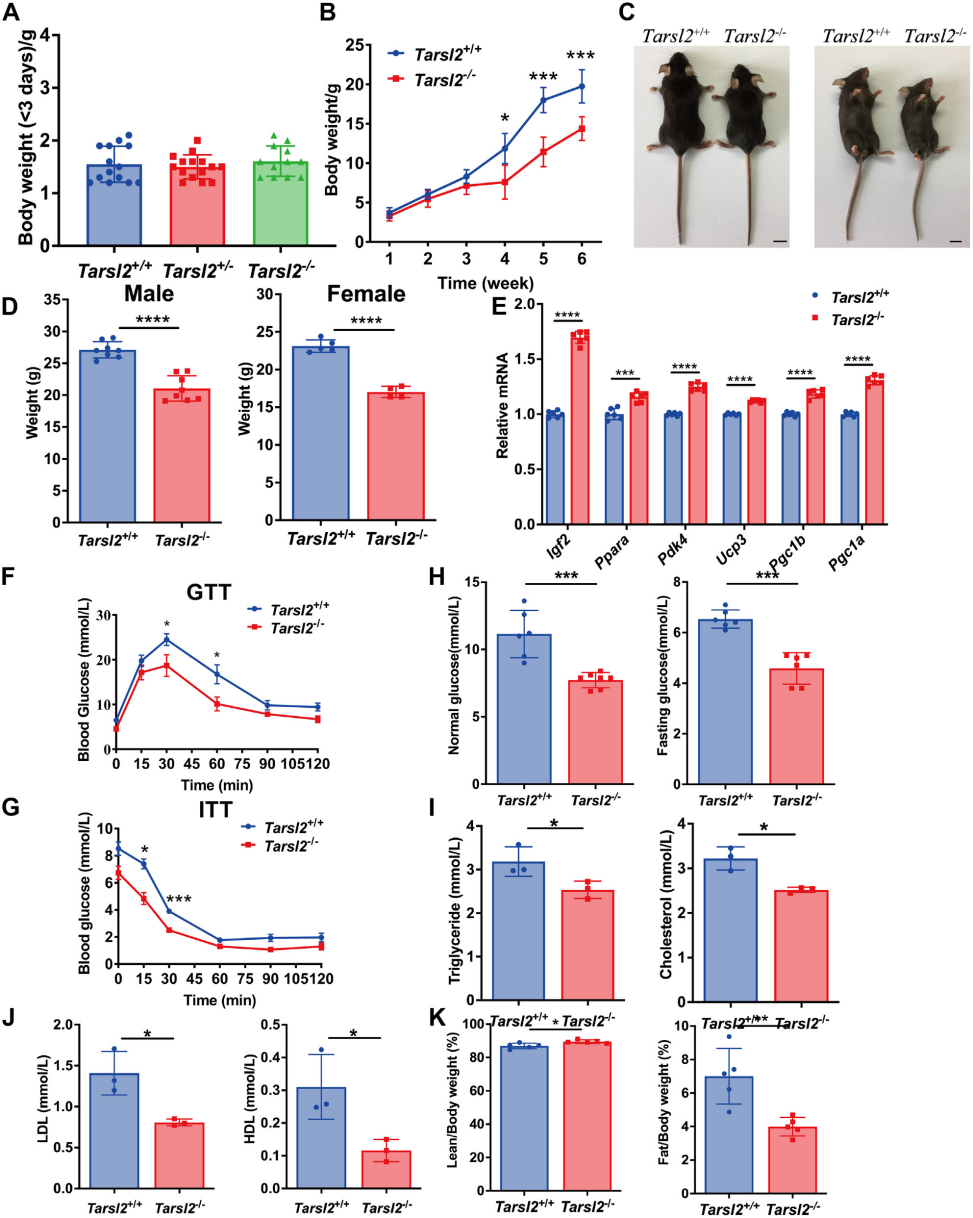
**Deletion of *Tarsl2* affects mouse growth and metabolism**. *A*, weight of *Tarsl2*^+/+^ (n = 14), *Tarsl2*^+/−^ (n = 15), and *Tarsl2*^−/−^ (n = 12) mice within 3 days of birth. *B*, growth curves of *Tarsl2*^+/+^ (n = 13) and *Tarsl2*^−/−^ mice (n = 3). *C*, body features of 10-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice. The scale bar represents 1 cm. *D*, statistical analysis showing the weights of the 16-week-old *Tarsl2*^+/+^ (n = 8) and *Tarsl2*^−/−^ (n = 8) male (*left*) and *Tarsl2*^+/+^ (n = 5) and *Tarsl2*^−/−^ (n = 4) female (*right*) mice. *E*, relative RNA levels of several metabolism-related genes in the 6-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mouse muscle, as detected by RT‒PCR. *F*, blood glucose levels in the 6-week-old *Tarsl2*^+/+^ (n = 8) and *Tarsl2*^−/−^ (n = 5) mice after 16 h of starvation, as determined by GTT. *G*, blood glucose levels of the 6-week-old *Tarsl2*^+/+^ (n = 3) and *Tarsl2*^−/−^ (n = 3) mice after 5 h of starvation, as detected by ITT. *H*, blood glucose levels of the 6-week-old *Tarsl2*^+/+^ (n = 6) and *Tarsl2*^−/−^ (n = 7) mice were detected after satiety (*left*) and after 16 h of starvation (*right*). *I*, levels of triglyceride (*left*) and cholesterol (*right*) in the blood of the 6-week-old *Tarsl2*^+/+^ (n = 3) and *Tarsl2*^−/−^ (n = 3) mice. *J*, levels of LDL (*left*) and HDL (*right*) in the blood of the 6-week-old *Tarsl2*^+/+^ (n = 3) and *Tarsl2*^−/−^ (n = 3) mice. *K*, body fat percentage of the 6-week-old *Tarsl2*^+/+^ (n = 5) and *Tarsl2*^−/−^ (n = 5) mice, measured on the basis of fat/body weight (*left*) and lean body weight (*right*). ∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, ∗∗*p* < 0.01 and ∗*p* < 0.05. The error bar represents the mean ± SD with the *p* values indicated (two-tailed Student’s *t* test).

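The RNA-seq libraries came from the muscle of 3 *Tarsl2*+/+ and 3 *Tarsl2*-/- mice that were 6 weeks old, 1 library per mouse. The paper's methods describe a stranded, poly(A)-selected library, paired-end sequencing and mapping of the reads to the mouse genome (mm10, which is GRCm38) with HISAT2. The authors deposited the number of reads counted on each gene, without normalization, and the paper's text does not name the counting tool, its gene annotation or its use of strand. The sample records also name a retinal extraction and another input amount and kit than the methods, whereas 10 retinal marker genes had at most 7 counts in any library. Between 16845503 and 19512588 reads per *Tarsl2*+/+ mouse were counted on genes, with a median of 18414478, and between 16176591 and 20123767 per *Tarsl2*-/- mouse, with a median of 18548153. At these depths, 3 counts correspond to between 0.149 and 0.185 CPM (counts scaled to the library total). The targeted gene was examined first in every library. *Tarsl2* had 456, 605 and 464 counts in the *Tarsl2*+/+ mice 583, 584 and 595, and 40, 30 and 37 counts in the *Tarsl2*-/- mice 588, 589 and 591. After TMM normalization for library size, a scaling by the trimmed mean of the log ratios between libraries, this was 27.7 ± 4.00 CPM (SD, n = 3) in *Tarsl2*+/+ muscle and 1.97 ± 0.231 (SD, n = 3) in *Tarsl2*-/- muscle. The log2 fold change (*Tarsl2*-/- over *Tarsl2*+/+) was -3.81 (standard error 0.16, adjusted p = 6.45e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -3.91 and -3.69 when each library was left out in turn. The groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The end of *Tarsl2* overlaps the start of *Tm2d3* on the same strand, so that reads there could be counted on either gene, and *Tm2d3* itself had a log2 fold change of -0.11 (adjusted p = 0.653 from the same test). Its paralogs *Tars1*, listed as *Tars*, and *Tars2* had log2 fold changes of -0.02 (adjusted p = 0.944) and 0.19 (adjusted p = 0.374), both within the spread between mice. No pair of libraries was identical, since every pair of one genotype differed by more than the sampling noise (chi-square of at least 13.0 per gene).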

Our previous study showed that *Tarsl2* was most highly expressed in mouse muscle; therefore, we performed an RNA-seq analysis with *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mouse muscle tissue. 

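Of 53084 genes in the count table, 15075 had enough counts to be tested. The expression of 342 of these differed between *Tarsl2*-/- and *Tarsl2*+/+ muscle at an adjusted p under 0.05 by edgeR's quasi-likelihood test, of which 135 were higher and 207 lower in *Tarsl2*-/- muscle. Among the alternatives that were run, this count was lowest, at 81 genes, when *Tarsl2*+/+ mouse 583 was left out. It was highest, at 1437 genes, when all genes with at least 1 count in any library were tested. That fit took each gene's spread from a trend along expression. DESeq2, the tool named in the paper's methods, gave 671 genes. Metabolic genes were examined as 8 lists, written from general knowledge before the data were examined. The pathways were those named in Fig. S1B, the paper's KEGG enrichment from these same libraries. Tests of these lists are therefore not independent evidence that these pathways differ. The median log2 fold change (*Tarsl2*-/- over *Tarsl2*+/+) was 0.24 over the 28 citrate cycle genes, 0.29 over the 43 genes of valine, leucine and isoleucine degradation, 0.28 over the 36 genes of fatty acid degradation, 0.36 over the 31 genes of propanoate metabolism, 0.23 over the 32 genes of pyruvate metabolism and 0.11 over the 68 peroxisomal genes. It was -0.01 over the 26 glycolysis genes and 0.04 over the 80 genes of oxidative phosphorylation. For comparison, the median over all tested genes was 0.00253. Several list medians depended on *Tarsl2*-/- mouse 589. Without it they were 0.12 for valine, leucine and isoleucine degradation, 0.09 for fatty acid degradation and 0.15 for propanoate metabolism. They were 0.10 for pyruvate metabolism and 0.03 for the peroxisomal genes, whereas the citrate cycle stayed at 0.22. No other library, when left out, lowered these medians as far. Mouse 589 also had the highest mean log2 CPM of 10 adipocyte genes, 7.37 against 5.86 to 6.81 in the other libraries. Whether fat in the sample contributes to these medians was not tested. Of the 28 citrate cycle genes, 25 were higher in *Tarsl2*-/- muscle. By camera, a competitive test of a gene list against the other genes with an assumed correlation between genes of 0.01, 6 of the 8 lists were higher in *Tarsl2*-/- muscle after Benjamini-Hochberg adjustment over the 8, with adjusted p-values from 1.68e-06 for the citrate cycle to 0.0197 for the peroxisome. Glycolysis (adjusted p = 0.916) and oxidative phosphorylation (adjusted p = 0.132) did not differ by this test. With *Tarsl2*+/+ mouse 595 left out, oxidative phosphorylation was past the threshold by camera (median 0.07, adjusted p = 0.00322). The peroxisome then was not (adjusted p = 0.123). By fry, which tests each list without comparing it with other genes, 0 of the 8 lists passed after adjustment, with a smallest adjusted p of 0.129, and 1 list had an unadjusted p under 0.05.

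**Figure D1:**
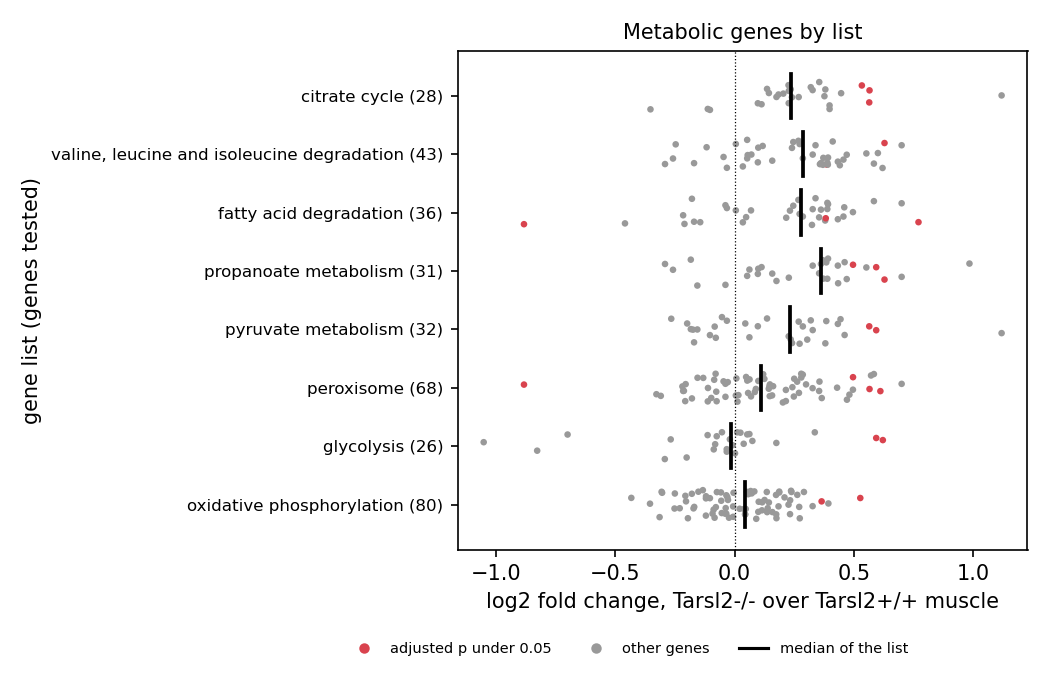
Log2 fold change of each tested gene (*Tarsl2*-/- over *Tarsl2*+/+ muscle, 3 mice per genotype, horizontal axis) in the 8 metabolic gene lists (vertical axis, with the number of genes tested). Each point is a gene, in red where its adjusted p is under 0.05, and black bars are list medians, which lie between -0.01 for glycolysis and 0.36 for propanoate metabolism.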

The results showed that the expression of metabolism-related genes in the muscle was higher in the *Tarsl2*^−/−^ mice than in the *Tarsl2*^+/+^ mice (Fig. S1). Indeed, a RT‒qPCR analysis confirmed the upregulation of several well-established metabolism-related genes, including *Igf2*, *Ppara*, *Pdk4*, *Ucp3*, *Pgc1a*, and *Pgc1b* (33, 34, 35) (Fig. 5*E*). These results suggested that Tarsl2 may be involved in metabolism. Therefore, the effects of Tarsl2 on glucose homeostasis and insulin sensitivity were further determined by intraperitoneal glucose and insulin tolerance tests. 

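In the RNA-seq data, the genes examined by RT‒qPCR were measured in the 3 *Tarsl2*+/+ and 3 *Tarsl2*-/- mice as CPM after normalization. *Igf2* (chromosome 7 of GRCm38, 142650766 to 142666816) was at 97.9 ± 17.7 (SD, n = 3) in *Tarsl2*+/+ and 274.1 ± 23.4 (SD, n = 3) in *Tarsl2*-/- muscle, a log2 fold change of 1.48 (standard error 0.13, adjusted p = 0.000464 from edgeR's quasi-likelihood test). *Pdk4* (chromosome 6, 5483351 to 5496309) rose from 119 ± 2.82 to 293 ± 47.2, a log2 fold change of 1.304 (standard error 0.12, adjusted p = 0.000464). *Ucp3* (chromosome 7, 100472990 to 100486432) rose from 40.4 ± 1.88 to 98.5 ± 11.7, a log2 fold change of 1.29 (standard error 0.10, adjusted p = 0.00036). *Ppara* (chromosome 15, 85734983 to 85802819) was expressed at a low level, 1.06 ± 0.263 against 3.25 ± 0.766, with a log2 fold change of 1.59 (standard error 0.28, adjusted p = 0.018). *Pgc1b*, listed as *Ppargc1b* (chromosome 18, 61298136 to 61400431), had 2.56 ± 0.313 against 5.48 ± 1.56, a log2 fold change of 1.097 (standard error 0.24, adjusted p = 0.037). *Pgc1a*, listed as *Ppargc1a* (chromosome 5, 51454250 to 51567726), had 7.02 ± 1.102 against 10.5 ± 0.771, and its log2 fold change of 0.58 (standard error 0.14) was not past the threshold over all tested genes (adjusted p = 0.0607). Adjusted over these 6 genes alone, all 6 had an adjusted p under 0.05, the largest being 0.00179 for *Pgc1a*. The paper names them as higher after reporting its RNA-seq result, so an adjustment over 6 may not account for how they were chosen. In each of the 6 genes every *Tarsl2*-/- mouse was above every *Tarsl2*+/+ mouse (exact two-sided permutation test, p = 0.1). With each library left out in turn, *Igf2*, *Pdk4* and *Ucp3* stayed past the threshold in 6 of 6 fits, *Ppara* in 2, and *Pgc1a* and *Pgc1b* in 1 each. *Igf2*, *Ucp3*, *Pgc1a* and *Pgc1b* each overlap another annotated gene, so their counts could include reads of that gene. From the higher expression of metabolism-related genes in the RNA-seq and RT‒qPCR data, the paper proposes that Tarsl2 may be involved in metabolism.

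**Figure D2:**
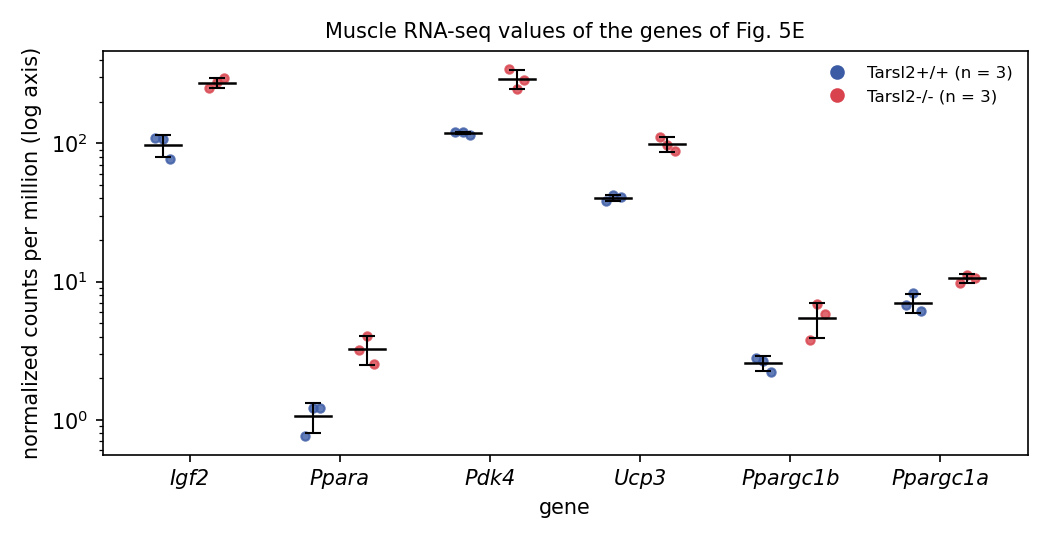
Normalized CPM (vertical axis, log scale) of the 6 genes (horizontal axis) in the muscle of 3 *Tarsl2*+/+ mice (blue) and 3 *Tarsl2*-/- mice (red). Each point is a mouse and the bars are the mean ± SD; for *Igf2* the means are 97.9 and 274.1.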

We found that a lack of *Tarsl2* led to glucose and insulin tolerance (Fig. 5, *F* and *G*). Normal and fasting plasma glucose levels were measured and the results showed that their levels were obviously lower in the *Tarsl2*^−/−^ mice than in the *Tarsl2*^+/+^ mice (Fig. 5*H*). Subsequently, the triglyceride, cholesterol, LDL, and HDL were determined after isolating the plasma blood and all of these compounds were lower in the *Tarsl2*^−/−^ mice than in the *Tarsl2*^+/+^ mice (Fig. 5, *I* and *J*). Moreover, a body fat analysis showed that the *Tarsl2*^−/−^ mice were leaner than the *Tarsl2*^+/+^ mice (Fig. 5*K*). Collectively, these results indicated a functional requirement for Tarsl2 in mouse growth and metabolism.

### *Tarsl2* deletion causes abnormal development of bone and muscle

*Tarsl2* deficiency leads to a decrease in mice size during development (Fig. 5*C*). Therefore, we assessed bone development in 8-week-old*Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice. H&E staining showed ossified and clear bone trabeculae in the distal femur in the *Tarsl2*^−/−^ mice but not in the *Tarsl2*^+/+^ mice (Fig. 6*A*). This meant that bone development was abnormal in the *Tarsl2*-deficient mice. To determine the function of Tarsl2 in the skeletal system, a microquantitative computed tomography analysis was performed to compare changes in bone-related elements in the long bones of the *Tarsl2*^−/−^ mice and *Tarsl2*^+/+^ mice (Fig. 6*B*). Eight-week-old *Tarsl2*^−/−^ mice showed increased bone mass per tissue volume (BV/TV) compared to the *Tarsl2*^+/+^ mice (Fig. 6*C*). Further analysis revealed a difference in the trabecular separation of cancellous bone (Tb.Sp) and trabecular number (Tb.N) (Fig. 6, *D* and *E*), but there was no significant difference in trabecular thickness (Tb.Th), bone mineral density, or cortical bone thickness (Ct.Th) (Fig. 6, *F*–*H*). These results show that Tarsl2 deletion influences bone development.

**Figure 6:**
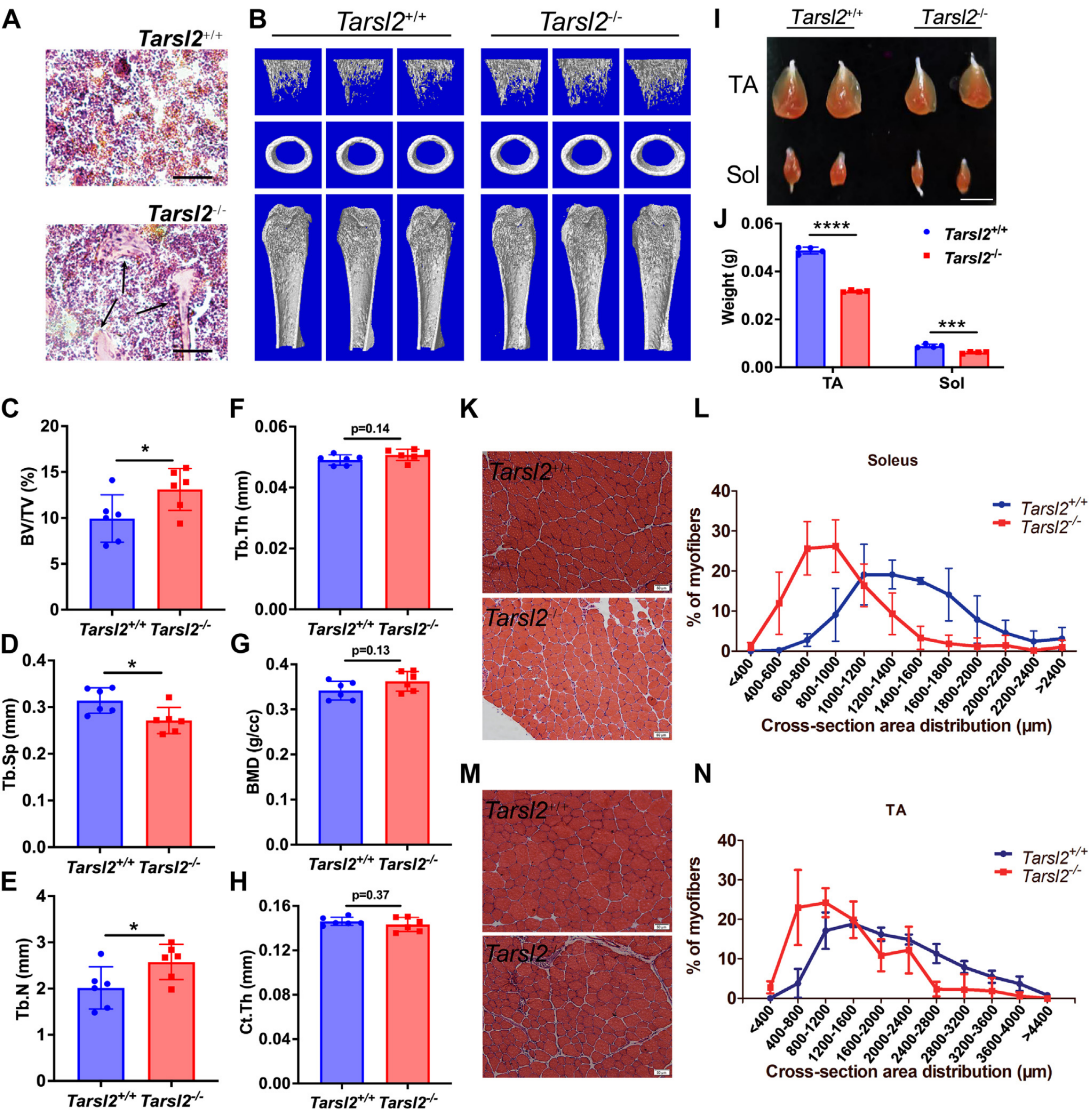
***Tarsl2* deletion affects the development of bone and muscle.***A*, H&E staining of bone sections from 8-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice. The *black arrow* indicates the abnormal trabeculae in the tibia of the *Tarsl2*^−/−^ mice. The scale bar represents 40 mm. *B*, three-dimensional μ-CT images of the trabecular bone in distal femurs isolated from 8-week-old male *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice (n = 6). *C*–*H*, the μ-CT results in (*B*) were quantitatively analyzed to determine bone volume fraction (BV/TV), trabecular thickness (Tb.Th), the number of trabeculae (TB.N), the separation of trabeculae (Tb.Sp), bone mineral density (BMD), and cortical bone thickness (Ct.Th) (n = 6). *I*, comparisons of the tibialis anterior muscle and soleus muscle between the 6-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice. The scale bar represents 1 cm. *J*, the weight of the TA and soleus muscle of the *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice in (*I*) was measured. *K*, H&E staining of soleus cross sections from 6-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice. *L*, area of the soleus cross section from *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice. *M*, H&E staining of TA cross sections from 6-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice. *N*, area of TA cross sections of *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mice. ∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, and ∗*p* < 0.05. The error bar represents the mean ± SD with the *p* values indicated (two-tailed Student’s *t* test). TA, tibialis anterior.

Based on the high expression of *Tarsl2* in muscle, which is closely connected to metabolism, we further measured muscle development in *Tarsl2*^−/−^ mice and compared the results to those obtained with WT *Tarsl2*^+/+^ mice. Notably, the sizes of the tibialis anterior (TA) and soleus muscle (Sol) were significantly smaller in the *Tarsl2*^−/−^ mice than in the *Tarsl2*^+/+^ mice (Fig. 6, *I* and *J*). Subsequently, we examined whether the smaller muscle in *Tarsl2*-null mice was due to fiber size differences. Quantification of a cross-sectional myofiber area showed that the fiber size in both the TA and Sol was significantly smaller in the *Tarsl2*^−/−^ mice than in the *Tarsl2*^+/+^ littermates (Fig. 6, *K*–*N*). Thus, Tarsl2 plays a crucial role in muscle development.

### The tRNA^Thr^ aminoacylation level remains unaltered in *Tarsl2*-deleted zebrafish

Zebrafish Tarsl2 displays high sequence similarity (73.1%) with mouse Tarsl2. To understand whether *Tarsl2* has evolved with tRNA charging capacity and to explore the role of *tarsl2* in lower vertebrates, we used the CRISPR‒Cas9 system to establish a *tarsl2*-null (*tarsl2*^−/−^) zebrafish line that carries a 1 bp deletion (c.1356delG), which causes a frameshift after leucine codon 475 (L475) (Fig. S2*A*). This mutant Tarsl2 protein (p.L475fs∗23) was nonfunctional, as the catalytic domain (core) and the tRNA-binding domain were missing due to the premature stop codon. The RT‒qPCR results showed that the mRNA expression of *tarsl2* was markedly reduced in *tarsl2*^−/−^ embryos 5 days postfertilization (Fig. S2*B*), suggesting that the mutated mRNA was degraded by the nonsense-mediated mRNA decay pathway. We first compared the steady-state abundance of tRNA^Thr^ between WT and *tarsl2*^−/−^ fish. The amount of tRNA^Thr^(AGU) was significant but somewhat lower in the *tarsl2*^−/−^ fish, similarly to noncognate tRNA^Gly^(GCC); however, comparable tRNA^Thr^(AGU) and tRNA^Thr^(UGU) levels were observed (Fig. 7*A*). Moreover, tRNA^Thr^ charging between the two fish lines was similar, as determined by acidic Northern blot (Fig. 7*B*). The *tarsl2*^−/−^ zebrafish were viable and showed normal fertility. The body length of the *tarsl2*^−/−^ zebrafish was also similar to that of WT and heterozygous zebrafish in the early stage of embryonic development (Fig. 7, *C*–*E*) and in adults (Fig. 7*F*). Given that knocking out *tars*, the paralog of *tarsl2*, led to the acquisition of a stress-induced angiogenic phenotype (36), we next questioned whether this phenotype was acquired in our *tarsl2*^−/−^ embryos. We crossed the *tarsl2*^−/−^ mutant with a transgenic (Tg) line (flk1:EGFP) to visualize the development of blood vessels *in vivo*. As expected, *tars* KO but not *tarsl2* KO induced the acquisition of an ectopic angiogenic phenotype compared to WT embryos (Fig. 7, *G*). Taken together, these data demonstrate that, similar to the *Tarsl2*-null mouse, the *tarsl2*^−/−^ zebrafish line appeared phenotypically normal. These results suggest that Tarsl2 is not a tRNA synthetase, at least in physiological conditions, since its evolutionary emergence in vertebrates.

**Figure 7:**
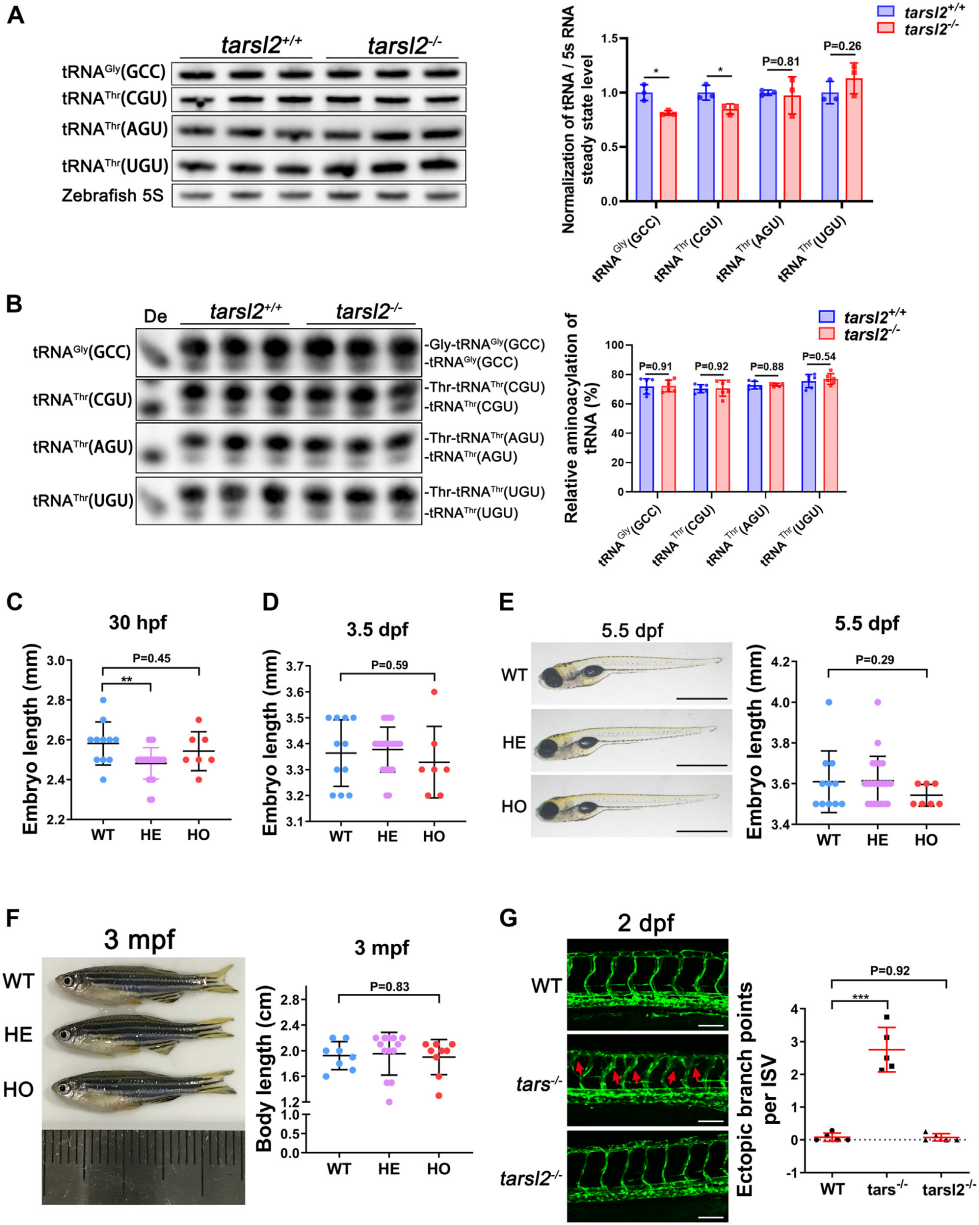
**The *tarsl2*-null zebrafish display a normal phenotype.***A*, levels of tRNA ^Gly^(GCC), tRNA^Thr^(CGU), tRNA^Thr^(AGU), and tRNA^Thr^(UGU) in WT and *tarsl2*^−/−^ zebrafish embryos, with quantification shown on the *right*. Zebrafish 5S RNA was included as the loading control. *B*, aminoacylation levels of tRNA^Gly^(GCC), tRNA^Thr^(CGU), tRNA^Thr^(AGU), and tRNA^Thr^(UGU) in WT and *tarsl2*^−/−^ zebrafish embryos, with the quantification analysis results shown on the right. De: tRNA deaminoacylation control. *C* and *D*, quantification analysis showing the body length of the WT, *tarsl2*^+/−^ and *tarsl2*^−/−^ embryos 30 hpf (*C*) and 3 dpf (*D*). *E*, images showing the body length of the WT, *tarsl2*^+/−^ and *tarsl2*^−/−^ embryos 5.5 dpf on the *left*, with quantification analysis shown on the right. The scale bar reprents 1 mm. *F*, representative images (*left*) and quantification (*right*) results showing the body length of the WT, *tarsl2*^+/−^ and *tarsl2*^−/−^ zebrafish 3 mpf. *G*, representative confocal microscopy images (*left*) and quantification analysis (*right*) of the ectopic branch points per ISV of the WT, *tars*^−/−^ and *tarsl2*^−/−^ embryos two dpf. The scale bar represents 100 μm. ∗∗*p* < 0.01 and ∗∗∗*p* < 0.001. The error bar represents the mean ± SD with the *p* values indicated (two-tailed Student’s *t* test).

## Discussion

Although a chimeric protein from the N-terminal domain of Tars1 and the main body of Tarsl2 catalyzes tRNA^Thr^ aminoacylation and Ser-tRNA^Thr^ editing *in vitro* (22), our genetic data clearly proved that loss of *Tarsl2* did not influence the total or aminoacylated tRNA^Thr^ levels *in vivo*. In addition, *Tars1* is an essential gene despite the emergence of *Tarsl2*. These observations suggest that *Tarsl2* did not evolve for tRNA^Thr^ aminoacylation in physiological conditions. Failure of Tarsl2 in supporting survival at the absence of Tars1 is probably attributable to its very low amount compared to Tars1 and other aaRSs *in vivo* (22, 24). Indeed, the mRNA level of *Tars1* is 3.4- to 100-times higher than that of *Tarsl2* in various mouse tissues (22). MS analyses have also shown that protein abundance of TARSL2 is much lower than that of TARS1 (24). In addition, its nuclear distribution due to an nuclear localization signal (NLS) in the C terminus may also prevent the charge of tRNA^Thr^, whose localization is rather cytoplasmic (22). Despite being bound by Rars1 and p43 (23), loss of Tarsl2 did not influence the incorporation of the two proteins in the MSC, suggesting that Tarsl2 is a peripheral component. The integrity of the MSC remains unchanged, which is consistent with the fact that the amount of tRNA and the charging levels of noncognate tRNAs are not changed. These results suggest that Tarsl2 plays little role in protein synthesis, at least in physiological conditions. We cannot exclude the possibility that, during specific stimuli or in stress conditions, Tarsl2 is able to charge tRNA^Thr^ for protein synthesis. Alternatively, Tarsl2 perhaps participates in other pathways of tRNA metabolism, such as processing or modification.

Although Tarsl2 plays little role in tRNA aminoacylation, it is clearly essential for the growth of mice. Specifically, an elevated metabolism rate was observed after the loss of *Tarsl2*. In line with its high expression in muscle (22), muscle development in *Tarsl2*-KO mice was impaired. Lars1 negatively regulates myogenic differentiation and injury-induced skeletal muscle regeneration mediated by the Rag–mTORC1 pathway (37). Similarly, TARS1 has been recently found to be a key negative regulator in muscle development by inhibiting c-Jun N-terminal Kinase (JNK) signaling. The N-terminal extension of TARS1 has been found to be essential in the regulation of myoblast differentiation (38). Notably, Tarsl2 forms a heterodimer with Tars1 *in vivo* (23) but their N-terminal extensions differ. To understand whether Tarsl2 affects the JNK pathway similar to Tars1 or *via* Tars1, we measured the phosphorylation of JNK after Tarsl2 expression in C2C12 cells and we found that the total and phosphorylated JNK levels were unaltered before and after the induction of muscle differentiation (data not shown). Thus, the precise function of Tarsl2 in muscle development needs further exploration.

In addition to the involvement of TARS1 in muscle development, at least two other noncanonical functions of TARS1 have been described. TARS1 is secreted during inflammation to stimulate endothelial cell migration and angiogenesis (39). Considering the high similarity between TARS1 and TARSL2, TARSL2 may be released from cells, but evidence for this remains to be determined. In addition, TARS1 participates in translational initiation regulation to positively regulate mRNA translation in vertebrates (40). In this context, the N-terminal extension of TARS1 is required for the TARS1 interaction with 4EHP. Considering the completely distinct architectures of the two extensions, the possibility that TARSL2 is involved in mRNA translation initiation is low.

We have recently reported that a nonsense mutation in zebrafish *Tars1*, leading to an inactive truncated Tars1, causes abnormal angiogenesis (36). Obviously, we found that angiogenesis keeps unchanged in the absence of *Tarsl2*, clearly showing that Tarsl2 is not involved in angiogenesis in zebrafish. In addition, the body length of adult zebrafish between WT and *Tarsl2*-deleted species is comparable, in contrast to the obvious growth impairment of *Tarsl2* KO mice. Regarding the seemingly different phenotypes between the mouse and zebrafish models, it has been widely noticed and accepted that many metabolic stress-related phenotypes in zebrafish appear relatively mild compared to those in the mouse (41). Possible mechanistic explanations for this phenomenon may include (1): early development of zebrafish embryos relies more on the maternally deposited mRNAs and proteins, because their zygotic genes are not expressed until 1000-cell stage, equivalent to 2-cell stage of mice (2, 42) zebrafish embryos can obtain nutrients from their yolk, and this process can be a passive diffusion independent of forming a complicated vasculature system (43); and (3) zebrafish can tolerate a higher degree of starvation stress, as it has been shown that zebrafish larvae can live up to 17 days postfertilization without any food supply (44).

*Tarsl2* is the only aaRS duplicated gene in vertebrates. Tarsl2 encompasses a range of functions and roles that include the catalytic functions of aminoacylation and editing (22) and the ability to be incorporated in the MSC (23). Tarsl2 is also essential for growth, metabolism, and muscle development, however, its precise molecular function *in vivo* is still unclear and needs to be further explored. The ability of Tarsl2 to bind amino acid and nucleic acids (22) suggests that it may sense amino acid levels like LARS1 in mTOR signaling pathway (45, 46) or bind RNA or DNA in cytoplasm and/or nucleus, like other tRNA synthetases (47, 48). In addition, with two conserved LZs in the N-terminal extension, Tarsl2 probably interacts with other yet unidentified proteins by hydrophobic interactions.

## Experimental procedures

### Materials

Digoxin probes, Tris-base, NaCl, 20 × saline-sodium citrate buffer, 50 × Denhardt’s solution and fish sperm DNA were purchased from Sangon. KOD-plus mutagenesis kits were obtained from TOYOBO. Prestained molecular protein standards, puromycin, and TRIzol reagent were obtained from Thermo Fisher Scientific. An anti-puromycin antibody (MABE343), nylon membrane and polyvinylidene fluoride (PVDF) membrane were obtained from Millipore. An anti-digoxigenin-alkaline phosphatase (AP) antibody, blocking reagent and CDP-star were obtained from Roche. A PrimeScript RT reagent kit was purchased from TaKaRa. The DNA primers and 2 × T5 Fast qPCR Mix (Probe) were obtained from Tsingke. Anti-TARSL2, anti-RARS1, anti-EPRS1, anti-p43, anti-p38, anti-QARS1, anti-KARS1, and anti-TARS1 antibodies were obtained as described in previous reports (23, 49). HRP-labeled anti-mouse and anti-rabbit secondary antibodies were purchased from Sigma‒Aldrich.

### Structural modeling

Full-length monomeric structure models of TARS1 and TARSL2 were obtained from the AlphaFold Protein Structure Database (30, 31). Two monomeric models were superimposed on the human TARS1 structure (PDB ID 4P3N) to generate TARS1 and TARSL2 dimer models (27). Then, two tRNA molecules were docked onto the dimer models in reference to the *E. coli* ThrRS–tRNA complex structure (PDB ID 1QF6) (26).

### Gel filtration chromatography of cell lysates

Mouse tissue extract was applied to a Superose-6 column for HPLC and eluted at a flow rate of 0.5 ml/min by using a buffer containing 50 mM Tris–HCl (pH 7.5), 50 mM NaCl, 1 mM PMSF, and 1 mM DTT. Fractions were collected for immunoblotting (Western blot).

### Western blot analysis

Different proteins in whole-cell lysates were separated by 10% SDS‒PAGE and then transferred to PVDF membranes. The PVDF membrane was then cropped to blot different proteins in the same lane. After blocking with 5% (w/v) nonfat dried milk, the membranes with targeted proteins were incubated with the corresponding primary antibodies overnight at 4 °C. The membranes were then washed three times using PBS supplemented with 0.05% Tween-20 (PBST) (137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 2 mM KH_2_PO_4_, and 0.5‰ Tween-20) and incubated with the corresponding horse radish peroxidase-conjugated secondary antibodies at room temperature for 30 min. After washing three times with PBST, the membranes were treated with a chemiluminescent substrate and imaging was performed using an Amersham imager 680 system (GE).

### Generation of the *Tarsl2*-deletion mice

*Tarsl2*-deletion mice were established using CRISPR/Cas9-mediated gene editing technology by Shanghai Model Organisms. 

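*Tarsl2* lies on the plus strand of chromosome 7 of GRCm38, from 65644898 to 65692091, and its transcript has 19 exons. Exon 3 spans 65647478 to 65647668, 191 nt that are coding throughout. It is separated from exon 2 (65646253 to 65646321) by an intron of 1156 bp and from exon 4 (65652260 to 65652383) by an intron of 4591 bp. The coding sequence has 2370 nt without the stop codon, or 790 codons, of which exons 1 and 2 encode 113.

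**Figure D3:**
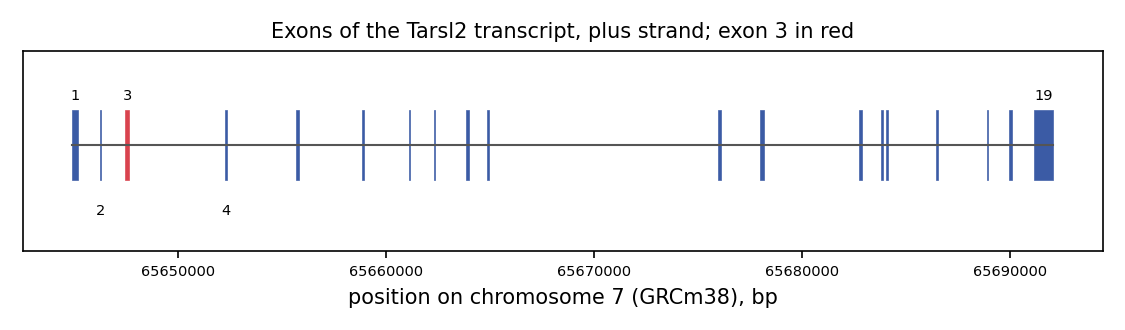
Map of the exons of the *Tarsl2* transcript on chromosome 7 of GRCm38 (horizontal axis, position in bp), drawn to scale. Exon 3, in red, spans 65647478 to 65647668; the other exons are blue and the line marks the introns.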

Briefly, two guide RNAs (gRNAs) (5′ACCCTTGGTATCCCGAGAACTGG3′ and 5′AGACAACATTAATTGTATACGGG 3’ (PAM sequences are underlined) were designed to target two introns around exon 3 of the *Tarsl2* transcript (ENSMUST00000032728.8). Cas9 (New England Biolabs, M0646T) and gRNAs (obtained by *in vitro* transcription) were then injected into C57BL/6J mouse zygotes to obtain F0 generation mice, which were subsequently crossed with C57BL/6J mice to obtain F1 generation mice. Gene editing led to the deletion of a gene fragment harboring exon 3 and premature termination of mRNA translation at the Val codon^114^. 

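In the annotated transcript, exon 2 ends in CCTGGCCGGGAG, exon 3 begins with GTGAAGCAACCG and exon 4 begins with TAAGGAATTGGC. The 339 coding nt of exons 1 and 2 end at a codon boundary, so that codon 114 is the first codon of exon 3, GTG, in the full mRNA. Joined without exon 3, the junction reads CCTGGCCGGGAGTAAGGAATTGGC, and codon 114 becomes the stop codon TAA, which ends at nt 342 and follows 113 codons. Exon 3 has 191 nt, which is not a multiple of 3. Both RT‒qPCR primer pairs for *Tarsl2* in Table S1 match exons 11 and 12, downstream of exon 3.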

Different primers (Primers 1 and 2 or Primers 3 and 4, Table S1) were used to identify the *Tarsl2*^+/+^, *Tarsl2*^+/−^, and *Tarsl2*^−/−^ mice.

### Generation of the Tars1 deletion mice

*Tars1*-deletion mice (C57BL/6N-*Tars^em1Cya^*) were purchased from Cyagen Biosciences, which were constructed using CRISPR/Cas9-mediated gene editing technology. 

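*Tars1*, listed as *Tars*, lies on the minus strand of chromosome 15 of GRCm38, and its transcript has 19 exons. Exon 3 spans 11394224 to 11394414 and exon 11 spans 11389576 to 11389742, so that the stretch from exon 3 to exon 11 covers 4839 bp. These exons hold 1112 of the 2166 coding nt (51.3%), which is not a multiple of 3, and 135 coding nt precede exon 3. Joining exon 2 to exon 12 gives a first stop codon after 63 codons.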

Two gRNAs (5′TCTCTTAGGATGCCCTCCTAAGGAGG3′, and 5′GCTTGTGACTGACTAAGATCAGG 3′ (PAM sequences are underlined) were designed to target two introns (located upstream of exon 3 and downstream of exon 11) of the *Tars1* transcript (ENSMUST00000022849). Cas9 (New England Biolabs, M0646T) and gRNAs (obtained by *in vitro* transcription) were then injected into C57BL/6J mouse zygotes to obtain F0 generation mice, which were subsequently crossed with C57BL/6J mice to obtain F1 generation mice.

### Real-time PCR quantification of mRNA

Total RNA was isolated from mouse muscle or zebrafish using TRIzol reagent as described in the Methods. Complementary DNA (cDNA) was synthesized following the procedures of the PrimeScript RT reagent kit protocol. Real-time qPCR was then performed using 2 × T5 Fast qPCR Mix. The sequences for qPCR quantification are listed in Table S1.

### Northern blot analysis

Total RNA extracted from muscle of 6-week-old mice was isolated using TRIzol reagent, and 5 μg of total RNA was electrophoresed through a 15% polyacrylamide-8 M urea gel in Tris-borate-EDTA buffer at room temperature at 150 V for 1.5 h. For aminoacylation assays, total RNA was extracted and resolved with 0.1 M NaAc (pH 5.2). To separate the charged and uncharged tRNAs, 5 μg of total RNA was electrophoresed through an acidic (pH 5.2) 10% polyacrylamide-8 M urea gel at 4 °C with 8 W for 16 h. The RNA was then transferred onto a positively charged nylon membrane at 4 °C under 250 mA for 30 min. After UV-crosslinking (8000 × 100 μJ/cm^2^), the nylon membrane was blocked with prehybridization solution (4 × saline-sodium citrate, 1 M Na_2_HPO_4_, 7% SDS, 1.5 × Denhardt’s solution, 0.4 mg/L fish sperm DNA) at 55 °C for 2 h. The blocking solution was substituted for hybridization solution with digoxin-probes (the probe sequences are listed in Table S2) for specific tRNAs and 5S RNA and incubated at 55 °C overnight. The membrane was washed twice with wash buffer (0.1 M maleic acid and 0.15 M NaCl, pH 7.5) for 15 min each time, and then, 1 × blocking reagent (0.1 M maleic acid, 0.15 M NaCl, and 10% blocking reagent, pH 7.5) was added and incubated for 30 min at room temperature. Next, the cells were incubated with anti-AP buffer (1 × blocked reagent and anti-digoxigenin-AP antibody diluted 1:10,000) for 1 h and washed twice with washing buffer. The membrane was treated with CDP-Star, and imaging was performed using an Amersham imager 680 system (GE).

### Puromycin incorporation assay

Primary mouse embryonic fibroblasts (MEFs) were prepared after isolation from WT and *Tarsl2*^−/−^ mice according to a standard protocol (50) and cultured in Dulbecco's modified Eagle's medium supplemented with 10% fetal bovine serum (FBS). After reaching approximately 95% confluence, fresh Dulbecco's modified Eagle's medium (supplemented with 10% FBS and 1.5 μg/ml puromycin) was used to culture the cells for 2 h. The cells were then collected and lysed, and the newly synthesized proteins with incorporated puromycin were detected with an antipuromycin antibody by Western blotting.

### RNA-sequencing

Total RNA was extracted from muscle in 6-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mouse and isolated using TRIzol reagent. The RNA-seq libraries were prepared using Illumina TruSeq Stranded mRNA Library Prep Kit Set A (RS-122-2101, Illumina), starting with 2 μg of total RNA as input material. cDNA library preparation and sequencing were performed according to the Illumina’s standard protocol. Library size selection was performed using Agencourt AMPure XP beads (Beckman Coulter, A63882), resulting in an average library size of 400 bp. The libraries were sequenced using Illumina NovaSeq 6000 with paired-end 150 bp reads. Sequencing quality was assessed by FastQC v.0.11.4. All reads were mapped to the reference genome of Illumina iGenomes UCSC mm10 using HISAT2 v.2.05.0. Differential expression analysis was implemented using DESeq2 R package (1.20.0).

### Histology

The 8-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mouse femurs were fixed in 4% paraformaldehyde for 48 h and specimens were decalcified until soft and pliable. Samples were incubated in 15% diethyl pyrocarbonate–EDTA (pH 7.8) for decalcification. Then, specimens were embedded in paraffin and sectioned at 5 μm. Muscle tissues were embedded with optimal cutting temperature (O.C.T.) Compound (Sakura) and frozen in liquid nitrogen for 1 min. The samples were preserved at −80 °C. Then, the samples were sectioned at 10 μm thickness and stained with H&E.

### Myofiber cross-section area measurement

The cross-sectional area of the myofibers section images were obtained from TA muscles. Three-hundred fibers were chosen randomly from each mouse and were measured. The myofiber cross-section area was measured by Image J software (https://imagej.nih.gov/ij/).

### μCT analysis

The 8-week-old *Tarsl2*^+/+^ and *Tarsl2*^−/−^ mouse femurs were collected. Soft tissues were removed and the remaining tissues were fixed in 70% ethanol. Scanning was performed with the microquantitative computed tomography SkyScan 1176 System. The mouse femurs were scanned at an 8.96 μm resolution for quantitative analysis. The interesting region segmented by a fixed threshold was reconstructed into three-dimensional images. The properties of Tb.Th, Tb.N, BV/TV, C.Th were then quantified.

### Zebrafish strains

*Tübingen* (ZFIN ID: ZDB-GENO-990623-3), transgenic (Tg, *flk1:EGFP*) (ZFIN ID: ZDB-ALT-050916-14) (51) and *tars* heterozygous zebrafish lines (36) were cultured under standard conditions (28.5 °C, 12 h of light and 12 h of dark) in system water. Embryos were grown in egg water (containing 60 μg/ml sea salt and 0.2% methylene blue). To prevent pigmentation, 0.045% N-phenylthiourea (PTU; Sigma‒Aldrich) was used.

### Generation of *tarsl2*-KO zebrafish by the CRISPR/Cas9 system

The zebrafish *tarsl2* gRNA (5′- GAATGGGAGCGATTTCAGG-3′) was designed by Zinc Finger Targeter (ZiFiT) software (http://zifit.partners.org/ZiFiT/CSquare9Nuclease.aspx). gRNA was obtained with an *in vitro* transcription system and then coinjected with 200 ng/ml Cas9 protein (New England Biolabs, M0646T) to generate one-cell stage embryos according to a method described previously (36). The primers for genotyping are listed in Table S1.

### Angiogenic phenotype assay

Live Tg (*flk1:EGFP*) transgenic embryos were anesthetized with 0.03% tricaine (Sigma; A5040) and then mounted on dishes with 1% low-melting agarose (Sangon Biotech; A600015). Fluorescence images were captured under a scanning confocal microscope (Nikon A1). Blood vessels in the region of the trunk encompassing 7-9 intersomitic vessels (ISVs) were analyzed to quantify the angiogenic phenotype. The number of ectopic branching points per ISV (52) was statistically calculated.

### Animal experiments

The animal experiments with zebrafish were approved by the Committee of Animal Use for Research at Shanghai Jiao Tong University School of Medicine. Animal experiments with mice were approved by the Institutional Animal Care and Research Advisory Committee at the Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences. All methods were performed in accordance with the relevant guidelines and regulations of the Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences.

## Data availability

Raw RNA-seq data were deposited in the NCBI Gene Expression Omnibus database with accession number GSE218318. All of the study data are included in the article and/or supporting information.

## Supporting information

This article contains supporting information.

## Conflict of interests

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: Loss of threonyl-tRNA synthetase-like protein Tarsl2 has little impact on protein synthesis but affects mouse development
**Source:** J Biol Chem. 2023 Apr 12;299(5):104704. doi: 10.1016/j.jbc.2023.104704
**Supplement:** Supplemental data

Supplementary Data

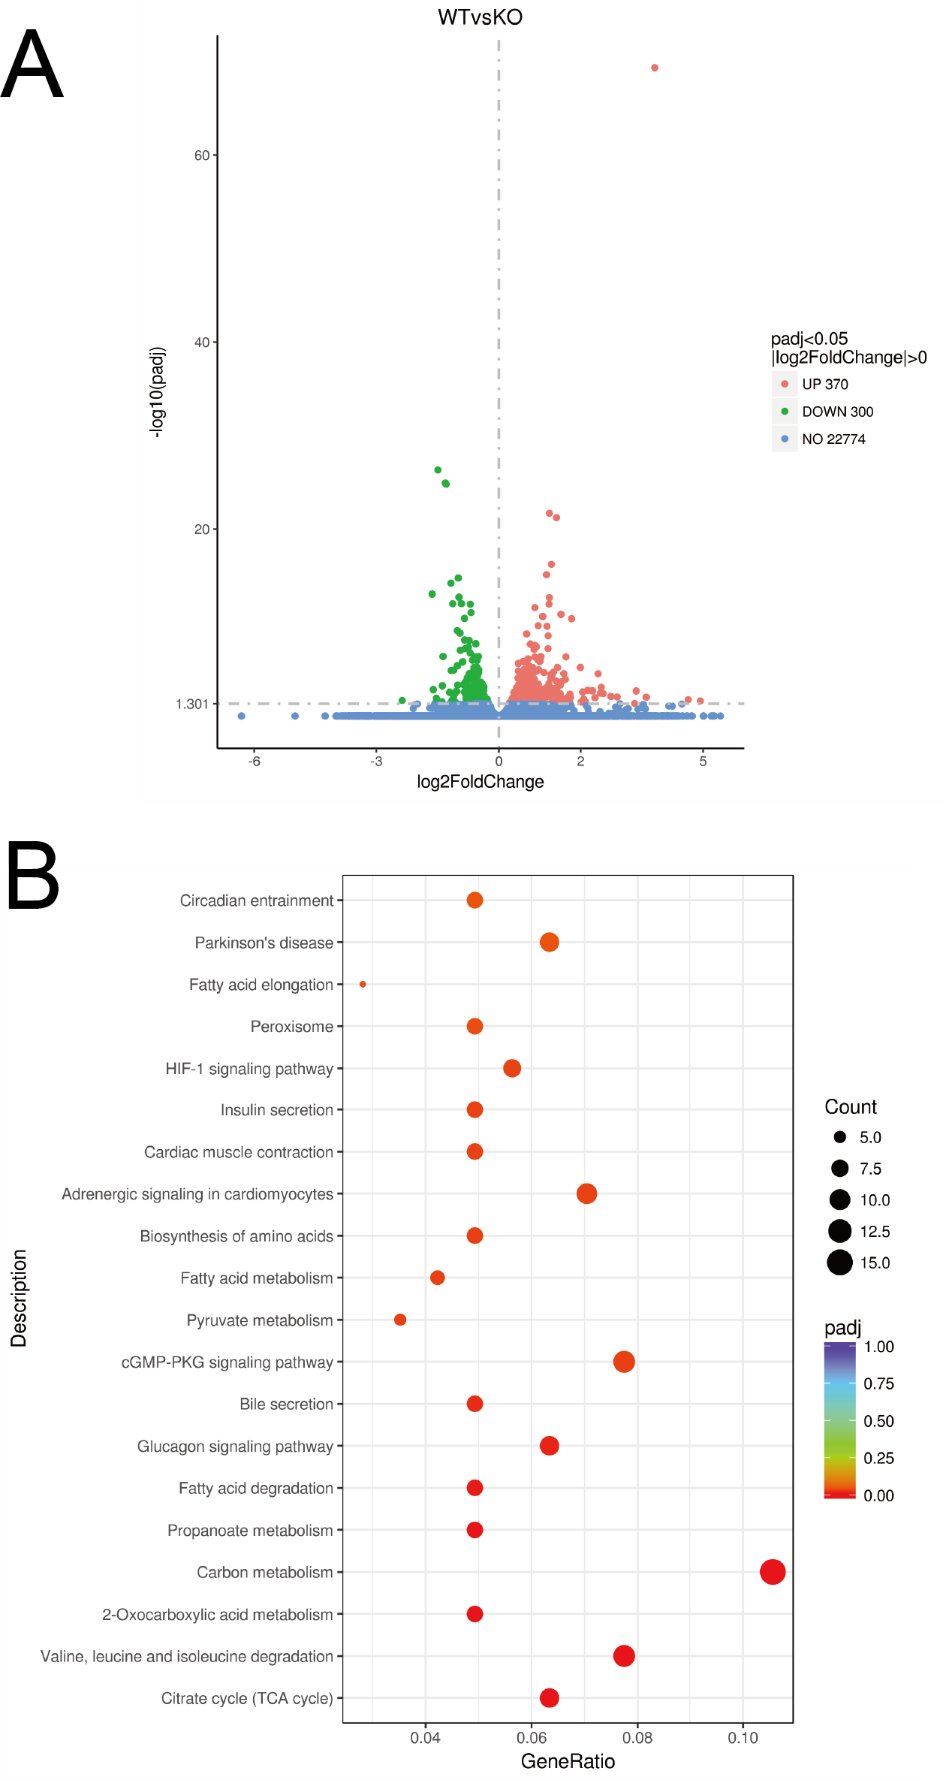

**Supplement Figure 1. Deletion of *Tarsl2* affects the mice metabolism**

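The 5 genes higher and the 5 lower in *Tarsl2*-/- muscle with the smallest p-values were taken among genes past the threshold with a mean of at least 1 log2 CPM and no overlap between genotypes. Besides the targeted gene, the lower ones were *Cd74*, which encodes the invariant chain of MHC class II (chromosome 18, 60803848 to 60812646), *Amd1*, which encodes an enzyme of polyamine synthesis (chromosome 10, 40287458 to 40302186), *Cd209f* (chromosome 8, 4102787 to 4105835) and *H2-Eb1* (chromosome 17, 34305877 to 34316199). *Cd74* was at 89.8 ± 3.38 CPM (SD, n = 3) in *Tarsl2*+/+ and 38.0 ± 5.05 (SD, n = 3) in *Tarsl2*-/- muscle, a log2 fold change of -1.24 (standard error 0.10, adjusted p = 0.000464 from edgeR's quasi-likelihood test). *Amd1* was at 165 ± 32.3 against 61.8 ± 6.23, a log2 fold change of -1.42 (standard error 0.14, adjusted p = 0.000588). The log2 fold changes of *Cd209f* and *H2-Eb1* were -1.17 (adjusted p = 0.000598) and -1.29 (adjusted p = 0.00061). *Amd1*, *Cd209f* and *H2-Eb1* belong to families with similar members, and reads shared with those members could have been split by the counting. Among the higher genes, besides *Ucp3*, *Pdk4* and *Igf2*, were *Egln3* (chromosome 12, 54178981 to 54203860), with 11.2 ± 0.521 against 24.5 ± 0.842 CPM and a log2 fold change of 1.12 (standard error 0.10, adjusted p = 0.000464), and *Aqp4* (chromosome 18, 15389394 to 15403684), with 24.4 ± 1.26 against 45.9 ± 0.936 and a log2 fold change of 0.91 (standard error 0.08, adjusted p = 0.000588). Each of these 6 genes stayed past the threshold in 6 of 6 fits that left out a library. All 342 genes past the threshold had non-overlapping genotypes, as had 3702 of the 15075 tested genes (24.6%, where chance gives 10%).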

(A) Analysis of RNAseq of the *Tarsl2*^+/+^ and *Tarsl2*^-/-^ mice (n=3) muscle results by volcanic map. 

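Of the 15075 tested genes, 261 were in at least 1 of the metabolic lists (1.73%), whose pathways were chosen from Fig. S1B and so from these same data. Among the 135 genes higher in *Tarsl2*-/- muscle, 13 were in a list (9.63%), an odds ratio of 6.31 against all tested genes (Fisher's exact test, one-sided, p = 6.24e-07). Among the 207 lower genes, 1 was in a list (0.483%), an odds ratio of 0.273 (Fisher's exact test, one-sided, p = 0.974). The higher genes included *Pdha1* and *Idh2* of the citrate cycle, with log2 fold changes of 0.56 and 0.57, *Acadvl* of fatty acid degradation (0.77), *Bckdhb* of branched-chain amino acid degradation (0.63) and *Mlycd* of propanoate metabolism (0.50). The lower gene was *Acsl3* (-0.88). These genes were named after their values were seen, and their adjusted p-values by edgeR's quasi-likelihood test lay between 0.0124 for *Mlycd* and 0.0418 for *Bckdhb*. With *Tarsl2*+/+ mouse 583 left out, 31 genes were higher in *Tarsl2*-/- muscle and none of them was in a list, an odds ratio of 0, where chance gives 0.529 genes.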

(B) Analysis of RNAseq of the *Tarsl2*^+/+^ and *Tarsl2*^-/-^ mice muscle results using KEGG pathway enrichment analysis dot graph.

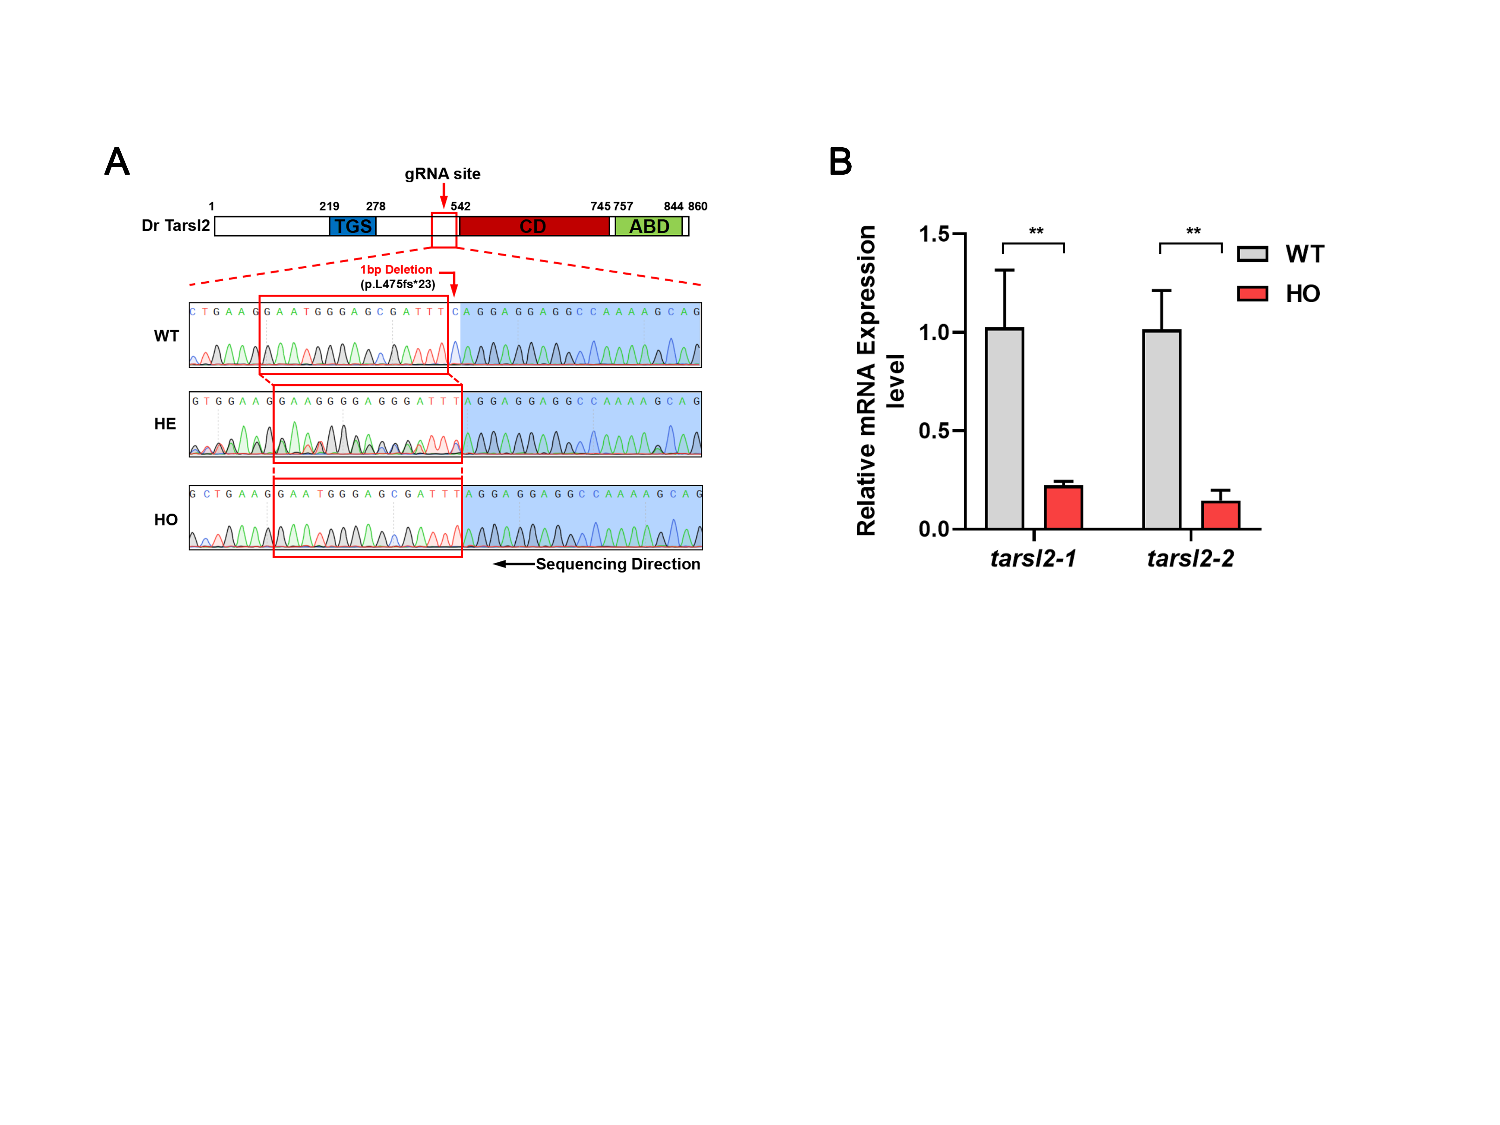

**Supplementary Figure 2. Construct *tarsl2*-null (*tarsl2*^-/-^) zebrafish line.**

**(A)** DNA sequencing results of wild type (WT), *tarsl2* heterozygous (HE, *tarsl2*^+/-^) and *tarsl2* homozygous mutant (HO, *tarsl2*^-/-^) zebrafish. This *tarsl2*^-/-^ zebrafish line contains a 1 bp deletion in *tarsl2* locus, which causes a premature stop codon occurred at codon L475. **(B)** RT-qPCR analysis of *tarsl2* mRNA expression in WT and *tarsl2*^-/-^ embryos using two pairs of primers, respectively, at 5 dpf. Data are presented as means ± SD; two-tailed t-test; **P < 0.01; ***P < 0.001; n.s., not significant.

**Supplementary Table 1. Primers of qPCR and mouse genotyping**

| **Primers for RT-qPCR** | |
| --- | --- |
| **Gene** | **Primer sequence (5’-3’)** |
| ***Tarsl2-1*** | Forward: TCGAGAAGGACACTTTCGCC |
|  | Reverse: CACCATGCAGAAGATGTGCG |
| ***Tarsl2-2*** | Forward: TTCGCCCTCAAACCCATGAA |
|  | Reverse: CGCTTAAAGTGCCTGACAGC |
| ***Gapdh*** | Forward: AGGCCGGTGCTGAGTATGTC |
|  | Reverse: TGCCTGCTTCACCACCTTCT |
| ***Tarsl2*** | Forward: TCGAGAAGGACACTTTCGCC |
|  | Reverse: CACCATGCAGAAGATGTGCG |
| ***Ppara*** | Forward: ACGCATGTGAAGGCTGTAAG |
|  | Reverse: CACTTGTGAAAACGGCAGTAC |
| ***MyHC*** | Forward: CGCAGAATCGCAAGTCAATA |
|  | Reverse: ATATCTTCTGCCCTGCACCA |
| ***MyoG*** | Forward: CGGCTGCCTAAAGTGGAGAT |
|  | Reverse: AGGCCTGTAGGCGCTCAA |
| ***Pdk4*** | Forward: AAGATGCTCTGCGACCAGTAT |
|  | Reverse: GAAGGTGTGAAGGAACGTACA |
| ***Apoc4*** | Forward: GGGACAGATGGCAGTGGTTC |
|  | Reverse: GGCTGTGGGTCTTGTTTAGGA |
| ***Pgc1a*** | Forward: GCAGCCAAGACTCTGTATGG |
|  | Reverse: TTCCGATTGGTCGCTACACC |
| ***Pgc1b*** | Forward: CTCTGACACGCAGGGTGG |
|  | Reverse: GAAGAGCTCGGAGTCATCGG |
| ***Igf2*** | Forward: GCAAACTGGACATTAGCTTCT |
|  | Reverse: ACTGAAGCGTGTCAACAAGCTC |
| ***Zebrafish tarsl2-1*** | Forward: AGTTTCGTGTCTGCTCGTCTGG  Reverse: GCTGAACAGTGATGGATCTCCC |
| ***Zebrafish tarsl2-2*** | Forward: CGGCTCTGAGATGAAGGGTTGT  Reverse: GATGTCGATCTTGGGTCCGTAG |
| ***Zebrafish β-actin*** | Forward: TGCTGTTTTCCCCTCCATTG  Reverse: TTCTGTCCCATGCCAACCA |
| ***tarsl2-genotyping*** | Forward: GGGTCAGTTTGCTGGAGAAC  Reverse: GGATCGCAGGGAAAACTACA |
| **Primers for mouse genotyping** | |
| **Primer 1** | GCACAGGCAGCCCCCAATG |
| **Primer 2** | CTCCAGCAGCCCTTCCCCTCTTAC |
| **Primer 3** | TGGGAGGATGTGAGAAGATGTGCT |
| **Primer 4** | TAGGCCCCTTGTGAAATGTGAGTC |

**Supplementary Table 2. DIG-labeled probes for Northern Blot**

| **RNA** | **Probe sequence (5’-3’)** |
| --- | --- |
| **mctRNA^Thr^(AGU)** | AGGCGCTTTAACCAACTAAGCCACGGCGCC |
| **mctRNA^Thr^(CGU)** | ACCGACGCCTTACCACTTGGCCACCGCGCC |
| **mctRNA^Thr^(UGU)** | CCAGTGCTCTAACCCCTGAGCTATGGAGCC |
| **mctRNA^Lys^(CUU)** | CCCATGCTCTACCGACTGAGCTAGCCGGGC |
| **mctRNA^Leu^(AAG)** | CAGCGCCTTAGACCGCTCGGCCACGCTACC |
| **mctRNA^Gln^(CUG)** | CCAGAGTGCTAACCATTACACCATGGAACC |
| **mctRNA^Arg^(ACG)** | CAGACGCGTTATCCATTGCGCCACTGGCCC |
| **mctRNA^Ile^(UAU)** | TGGTGCTCCAGGTGAGGCTTGAACTCACAA |
| **5S RNA** | GGGTGGTATGGCGGTAGAC |
| **Zebrafish-tRNA^Thr^(AGU)** | AGGCGCTTTAACCAACTAAGCCACGGCGCC |
| **Zebrafish-tRNA^Thr^(CGU)** | ACCGACGCCTTACCACTTGGCCACCGCGCC |
| **Zebrafish-tRNA^Thr^(UGU)** | GCTCTAACCACTGAGCTATGGAGCC |
| **Zebrafish-tRNA^Gly^ (GCC)** | CGCGTGGCAGGCGAGAATTC |
| **Zebrafish-5S RNA** | GCAACCTAGTTTTCCCATGTGGTCTCCAT |

How the deposited data were processed for this re-analysis (not part of the article)

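RNA from the muscle of 3 *Tarsl2*+/+ and 3 *Tarsl2*-/- mice, 6 weeks old, was sequenced by the authors. The authors mapped the reads with HISAT2 to the mouse genome mm10 and deposited whole-number counts of reads per gene for 53084 genes, of which 448 are unannotated transcribed regions without a gene name. The counting tool, gene annotation and strand setting are not named in the paper's text. Of 52636 Ensembl identifiers in the table, 52489 were found in GENCODE vM21, and 95.2% of those had identical coordinates there. Gene coordinates are those of the count table, and exon coordinates and sequences those of GENCODE vM21 on GRCm38. The positions of the guide RNAs in the introns were not analysed here.

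Samples were assigned to genotypes from the sample records and the paper's methods. Library totals were between 16176591 and 20123767 counts. Intervals from counts cover counting error only, since the reads carry no molecular identifiers. The common biological coefficient of variation between mice of one genotype was 12.1%.

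Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 15075 genes. Counts were scaled by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, genotype as the only factor) in R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05 and no minimum fold change. Standard errors of log2 fold changes were computed as the size of the log2 fold change divided by the square root of the F statistic. Gene lists were tested with limma 3.58.1 (camera, inter-gene correlation 0.01) on log2 CPM with a prior count of 2. Fisher's exact test was one-sided. Single genes were also compared by an exact two-sided permutation test, for which 3 mice against 3 allow no p below 0.1. The gene lists were written by hand from general knowledge of each pathway or cell type, since no pathway database was used here. The metabolic pathways were those named in Fig. S1B, which comes from the same libraries. The genes named were all genes the paper names for which a list was written, and the 5 higher and the 5 lower in *Tarsl2*-/- muscle with the smallest p among those with an adjusted p under 0.05, a mean of at least 1 log2 CPM and non-overlapping genotypes. Some results for single genes are not reported here.

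The procedure was tested on simulated data in 5 simulations of the real libraries with 200 genes changed by a log2 fold change of 1. Over 14884 to 14910 genes, edgeR called between 90.5% and 92% of the changed genes in the right direction. Between 7.58% and 12.4% of its calls were on unchanged genes, more than the nominal level, while 4.32% to 5.16% of unchanged genes had an unadjusted p under 0.05.

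Alternatives were DESeq2 1.42.0, limma-voom, DESeq2 size factors (RLE), upper quartile normalization, no filter on low counts beyond 1 count in any library, at least 10 counts in every library, a log2 fold change of at least 1 in size, protein-coding genes only, fry in place of camera, an inter-gene correlation of 0.05, and each library left out in turn. The alternatives planned for normalized values were not run, because the table holds counts.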

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

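The lists of marker genes described here were written before the data were examined; the tests of a feeding state, of a single *Tarsl2*+/+ sample and of a mix of dissected muscles were chosen only after the result was seen. Apart from *Pdk4* and *Ucp3*, which it measured by RT‒qPCR, the paper does not report on these genes in the RNA-seq data. Of 7 marker lists with at least 5 tested genes, 5 differed between genotypes by camera after Benjamini-Hochberg adjustment over the 7.

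Genes of the fasting response of muscle had a median log2 fold change (*Tarsl2*-/- over *Tarsl2*+/+) of 0.34, with 11 of 12 higher in *Tarsl2*-/- muscle (adjusted p = 8.97e-07). They included *Pdk4* and *Ucp3*, *Angptl4* (1.16, adjusted p = 0.0268 by edgeR) and *Klf15* (0.74, adjusted p = 0.0174). Leaving out genes that are also in a metabolic list, 11 fasting genes gave a camera p of 2.54e-07, and 9 that are also not among the RT‒qPCR genes gave 0.000126, with 8 of 9 higher. A difference in feeding state at sampling is therefore a candidate explanation for part of the metabolic difference, and cannot be told apart from an effect of the deletion on metabolism. The paper's text does not state the feeding state of these mice. Of 14 circadian clock genes, only *Per1* (0.69) and *Nr1d1* (-0.63), named after their values were seen, passed the threshold (adjusted p = 0.0174 each by edgeR). Opposite changes can cancel in a test of the list, so a difference in the time of sampling is not excluded.

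Immune cell genes had a median log2 fold change of -0.81, with 8 of 8 lower in *Tarsl2*-/- muscle (adjusted p = 2.43e-05). With the erythrocyte genes as a covariate the median was -0.60, and without *Tarsl2*+/+ mouse 583, which had the most *S100a8* and *S100a9* counts, it was -0.73, so the list stayed lower in *Tarsl2*-/- muscle in both tests. In comparison with 10000 random lists matched on GC content, gene length and expression, the median lay at percentile 0, outside their central 95%, from -0.17 to 0.15. The tests leave fewer immune cells in *Tarsl2*-/- muscle as a hypothesis, but how the muscle was dissected was not tested, and 3 mice against 3 cannot exclude chance.

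Erythrocyte genes had a median log2 fold change of -0.86, with 6 of 6 lower in *Tarsl2*-/- muscle (adjusted p = 0.00227 by camera). None of them had an adjusted p under 0.05 on its own by edgeR. Without *Tarsl2*+/+ mouse 595, which had the most haemoglobin counts, it was -0.47, still below 0. Blood left in the tissue may differ between the samples and cannot be told apart from a difference in the muscle.

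Slow muscle fibre genes had a median log2 fold change of 0.51, with 10 of 10 higher in *Tarsl2*-/- muscle (adjusted p = 0.00384) but none with an adjusted p under 0.05 on its own. Their mean log2 CPM differed by 0.47 between genotypes, whereas it ranged over 0.72 within *Tarsl2*+/+ and 0.81 within *Tarsl2*-/- mice. The largest range within a genotype was 1.74 times the difference between them, so that a different mix of dissected muscles may explain it. Fast muscle fibre genes also had a positive median, 0.18, with 7 of 10 higher (adjusted p = 0.025), and no explanation was tested for them.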

How the results depend on the processing

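The alternatives were set before the data were examined. No paired analysis was possible because the sample records give no batch or pairing of the mice, so an effect of batch was not controlled.

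With DESeq2, 671 genes differed, 301 higher and 370 lower in *Tarsl2*-/- muscle, and 338 of these were among the 342. Without a filter on low counts 1437 genes differed, 611 higher and 826 lower. In that fit each gene took its spread from a trend along expression and not from its own replicates (infinite prior degrees of freedom, against a median of 7.23 with the filter), and *Gapdh*, which overlapped between genotypes, was called with an adjusted p of 1.25e-12 and a standard error of 0.107, against 0.68 and 0.949 with the filter. Requiring a log2 fold change of at least 1 in size left 90 genes, 20 higher and 70 lower. The cause of the difference with DESeq2 was not tested. Limma-voom, RLE size factors, upper quartile normalization, at least 10 counts in every library and protein-coding genes only gave between 318 and 363 genes. The 6 fits that each left out one replicate gave from 81 to 625 genes, from 31 to 242 higher and from 50 to 383 lower, so the number of genes depends on single mice.

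The log2 fold change of *Tarsl2* stayed between -3.91 and -3.69 across the fits that left out one replicate, all past the threshold. Of the 6 RT‒qPCR genes, from 3 to 5 passed in those fits, 4 with limma-voom, where *Pgc1b* had an adjusted p of 0.0549, and 6 with DESeq2 or without the filter.

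The number of metabolic lists higher in *Tarsl2*-/- muscle, 6 of 8, fell to 0 with fry, where 1 list had an unadjusted p under 0.05, and was 4 with an inter-gene correlation of 0.05. It ranged from 3 to 6 across the fits that left out one replicate, and was lowest without *Tarsl2*-/- replicate 589. The lists were not always the same ones. Without *Tarsl2*+/+ replicate 595, oxidative phosphorylation passed (adjusted p = 0.00322 by camera) and the peroxisome did not (adjusted p = 0.123). The odds ratio of metabolic genes among the higher genes was 8.01 with DESeq2 and 5.44 with at least 10 counts in every library, both past the threshold, and ranged from 0 to 8.35 in the fits that left out one replicate. It was 0 without *Tarsl2*+/+ replicate 583, and no longer past the threshold without *Tarsl2*+/+ replicate 595 (3.05), *Tarsl2*-/- replicate 589 (2.42) or *Tarsl2*-/- replicate 591 (1.34). For the lower genes it ranged from 0 to 0.6. The cause was not tested.

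Genes and lists near 0 changed sign. With upper quartile normalization *Eef1e1* had a log2 fold change of -0.00988. Across the fits that left out one replicate the log2 fold change ranged from -0.0235 to 0.0304 for *Eef1e1*, from -0.304 to 0.0891 for *Myog*, from -0.157 to 0.00273 for *Aimp2*, from -0.0863 to 0.0569 for *Tars*, from -0.0705 to 0.0277 for *Rars* and from -0.163 to 0.0124 for *Dars*, and the glycolysis median from -0.0369 to 0.0184. Counting each single gene or list once per alternative, 28 values were weaker and 8 stronger, and 369 kept their direction and their side of the threshold. *Kars* stayed past the threshold in 1 of those 6 fits.

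*Ppara* and *Pgc1b* had between 13 and 119 counts per library. Whether such low counts explain how seldom they passed with a replicate left out was not tested. *Kars*, with between 1209 and 1899 counts per library, also passed in only 1 of those 6 fits.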

Differences from the paper's values

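The title of the plot in Fig. S1A names *Tarsl2*+/+ against *Tarsl2*-/- muscle. Its key gives about 370 genes as up and about 300 as down, read by eye. Here 207 genes were lower and 135 higher in *Tarsl2*-/- muscle. With DESeq2, 370 were lower and 301 higher, so that the counts came within the plot's, with up standing for lower in *Tarsl2*-/- muscle; without *Tarsl2*+/+ replicate 584 they were 383 and 242, also within 1.5 times. None of the other alternatives set before the data were examined brought both counts within 1.5 times. The gene with the smallest adjusted p in Fig. S1A lies at a log2 fold change of about 3.8, read by eye, whereas *Tarsl2*, which has the smallest p here, had -3.81 (*Tarsl2*-/- over *Tarsl2*+/+), and the sign differed under each alternative in which *Tarsl2* was refitted.

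The relative mRNA levels of Fig. 5E come from RT‒qPCR, another assay than the fold changes computed here from RNA-seq. For *Igf2* the paper's value is about 1.7 in Fig. 5E, read by eye, against 2.80 here, and only without *Tarsl2*+/+ replicate 595 was the value here (2.53) within the margin. For *Ppara* it is about 1.2 in Fig. 5E against 3.01, for *Pdk4* about 1.3 against 2.47, for *Ucp3* about 1.1 against 2.44 and for *Pgc1b* about 1.2 against 2.14, and for these 4 genes none of the alternatives set before the data were examined closed the gap.

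The paper names *Pgc1a* among the genes higher in *Tarsl2*-/- muscle by RT‒qPCR. In the RNA-seq data it was higher with an adjusted p of 0.0607; the adjusted p was 0.0499 with DESeq2, 0.0059 without a filter on low counts (a fit that takes each gene's spread from a trend along expression) and 0.0267 without *Tarsl2*+/+ replicate 584, and it lay between 0.0598 and 0.187 in the other alternatives that were run.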

Other observations

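The tests of library size, of the sign of Fig. S1A and of *Gapdh* were chosen only after the result was seen. The list of MHC class II genes was also written after 2 of its genes, *Cd74* and *H2-Eb1*, were seen. The other tests were set before their results were seen.

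Of the 10 splits of the 6 libraries into 3 and 3, 1, the genotypes, gave as many genes with an adjusted p under 0.05. Of the 9 other splits, 8 gave none and 1 gave a single gene, with 261 to 1581 genes at an unadjusted p under 0.05. For the metabolic lists, 4 of the 10 splits gave as many lists past the threshold in one direction, and 1 of 10, the genotypes, as large an odds ratio among the genes that differ. That last count was fixed by the number of genes, since the other splits had at most 1 gene past the threshold, and so shows nothing about the odds ratio. A design of 3 against 3 cannot give a share below 0.1, and the number of lists past the threshold is not distinguished from what other groupings of the same mice gave.

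The union of the metabolic lists had a median log2 fold change (*Tarsl2*-/- over *Tarsl2*+/+) of 0.10. With the slow fibre genes as a covariate it was 0.0707, and without the 10 genes with most counts and the mitochondrially encoded genes it was 0.10. In comparison with 10000 lists matched on GC content, gene length and expression it lay at percentile 100. Such lists do not carry the correlation between genes of one pathway, nor the choice of pathways from Fig. S1B. The slow fibre covariate thus lowered the median without removing it. Leaving out the genes with most counts could hardly have moved a median over 261 genes, so that test does not tell whether a few genes with many counts contribute. The 10 with most counts took between 16.0% and 18.6% of the counts in *Tarsl2*+/+ and between 17.9% and 19.3% in *Tarsl2*-/- mice. The feeding state described above may account for part of the difference.

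The library totals of the genotypes overlapped, with a ratio of the means of 1.00139. On chromosome 7, apart from *Tarsl2*, 27 of 1135 tested genes passed the threshold (Fisher's exact test, one-sided, p = 0.421). Within 1 Mb of *Tarsl2*, 12 genes were tested, 10 of them lower in *Tarsl2*-/- muscle and 2 at an unadjusted p under 0.05, and the smallest adjusted p was 0.128.

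The direction of Fig. S1A was examined with DESeq2, which gave 370 genes lower in *Tarsl2*-/- muscle, the number plotted as up. This is consistent with *Tarsl2*+/+ as the numerator of the plotted ratio.

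Higher *Igf2* could reflect a delayed postnatal decline of imprinted growth genes or delayed muscle maturation. As lists, neither passed the threshold: the camera p was 0.132 for 15 imprinted growth genes and 0.373 for 11 embryonic and perinatal muscle genes. Of the imprinted genes, 9 of 15 were higher in *Tarsl2*-/- muscle, with a median log2 fold change of 0.09, and *Peg3*, named after its value was seen, was past the threshold (0.51, adjusted p = 0.0347 by edgeR).

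*Gapdh*, for which Table S1 lists primers, had 680, 10226 and 9646 counts in *Tarsl2*+/+ mice 583, 584 and 595, and 7363, 3084 and 243 in *Tarsl2*-/- mice 588, 589 and 591, a 46.0-fold range after normalization. The median range of the 25 other glycolysis genes was 1.35-fold. Adding the counts of 19 genes that share sequence with *Gapdh* left a 3.35-fold range, but adding counts of similar size to every library narrows the range whatever its cause. Those near-copies were at 190 CPM in mouse 583 and 261 CPM in mouse 591, the mice with the least *Gapdh*, and between 185 and 265 CPM in the others, so the counts missing from *Gapdh* in those mice were not found in them. The other glycolysis genes differed by -0.13 log2 CPM between mice 583 and 591 and the rest, and were not lowest in both. Neither the counts on the near-copies nor the level of the other glycolysis genes accounts for the range of *Gapdh*. Reads that match several copies and were counted on no gene cannot be seen here, so such a loss is not excluded.

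Of the MHC class II genes, a list written after *Cd74* and *H2-Eb1* were seen, 7 of 7 were lower in *Tarsl2*-/- muscle, with a median log2 fold change of -1.24, and 5 had an adjusted p under 0.05. Since the list was chosen for that pattern, this shows no more than the values.

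Of the 11 tested components of the multiple tRNA synthetase complex, some of whose proteins Fig. 4A shows, only *Kars* had an adjusted p under 0.05 (log2 fold change 0.40, adjusted p = 0.04). In *Tarsl2*+/+ muscle *Tars1* was at 30.3 ± 3.05 CPM and *Tarsl2* at 27.7 ± 4.00 (SD, n = 3). Per kilobase of the gene lengths given with the counts, *Tars1* was 2.86 ± 0.668 times (SD, n = 3) *Tarsl2*. Most of that ratio thus comes from the lengths, and with other lengths it would differ.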
